# Small RNA Profiles of the Rice PTGMS Line Wuxiang S Reveal miRNAs Involved in Fertility Transition

**DOI:** 10.3389/fpls.2016.00514

**Published:** 2016-04-20

**Authors:** Hongyuan Zhang, Jihong Hu, Qian Qian, Hao Chen, Jing Jin, Yi Ding

**Keywords:** rice PTGMS, male sterile, miRNA, fertility transition, RNA-seq

## Abstract

MicroRNAs (miRNAs) play key roles in the regulation of plant growth and developmental processes. In this study, RNA-seq was used to examine the expression profiles of miRNAs in a novel, photo-thermosensitive genic male sterile (PTGMS) rice line, Wuxiang S (WXS), during fertility transition. A total of 497 known miRNAs and 273 novel miRNAs were identified. In a differential expression analysis, 26 miRNAs exhibited significant differential expression between WXS (Sterile, S) and WXS (Fertile, F). Some of these miRNAs were validated by quantitative real-time PCR. Among these miRNAs, 11 showed decreased expression levels, and 15 showed increased expression levels in WXS (S) compared to WXS (F). Some of these miRNAs, such as osa-miR156a-j, osa-miR164d, and osa-miR528, were shown to be negatively correlated with their targets. These targets have previously been reported to be related to pollen development and male sterility, suggesting that these miRNAs may be involved in the regulation of pollen development in the rice PTGMS line WXS. Furthermore, miRNA-mediated editing events were also observed. In this study, a possible model for the control of signaling pathways during the process of fertility transition in the rice PTGMS line WXS by miRNAs was developed. These findings contribute to our understanding of the roles of miRNAs during anther development in PTGMS lines in rice.

## Introduction

MicroRNAs (miRNAs) are endogenous, small (20–24 nt), non-coding RNAs that play important roles in various biological and metabolic processes, including development, signal transduction, and biotic and abiotic stress responses (Bartel, 2004, 2009). In plants, primary miRNA transcripts (pri-miRNA) are mainly transcribed by RNA polymerase II and subsequently cleaved by Dicer-like1 (DCL1), resulting in mature miRNA sequences (Voinnet, 2009). Mature miRNAs then enter into the RNA-induced silencing complex (RISC) and negatively regulate gene expression at the post-transcription or translation level by degrading target mRNAs or by translational repression (Bartel, 2004).

A deep-sequencing study of the transcriptome detected more than 100 miRNAs in plant male gametophytes during development (Le et al., 2011). Recently, differential expression patterns of miRNAs between the cytoplasmic male sterility (CMS) line and its maintainer line have been reported in maize (Shen et al., 2011), cotton (Wei et al., 2013), *Brassica juncea* (Yang et al., 2013), cabbage (Wei et al., 2015), and rice (Yan et al., 2015). Additionally, it has been found that miRNA172 can control flowering time by down-regulating APETALA2-like target genes in Arabidopsis (Chen, 2004). Moreover, in Arabidopsis, miR167 overexpression has been reported to lead to male fertility defects (Sire et al., 2009), whereas miR159a overexpression results in decreased expression of MYB33, leading to male sterility and flowering time delays in Arabidopsis (Achard et al., 2004). Other studies have also reported that MYB33/MYB65 facilitates Arabidopsis anther development. These mutants were conditionally sterile but exhibited increased fertility under greater light levels or lower temperatures (Millar and Gubler, 2005). In photoperiod- and thermo-sensitive genic male sterile (PTGMS) rice lines such as PA64S and NK58S, a 21-nt small RNA (sRNA, osa-smR5864w) is produced by a non-coding RNA precursor *p/tms12-1*. A C-to-G substitution in the small RNA leads to loss-of-function, which gives rise to the male sterility found in PA64S and NK58S (Ding et al., 2012; Zhou et al., 2012, 2014). However, our knowledge of the involvement of miRNAs in rice PTGMS lines is still incomplete.

Hybrid rice breeding has made a tremendous contribution to food security in China (Cheng et al., 2007; Peng et al., 2008), and the utilization of male sterility in hybrid rice technologies is mainly based on three-line and two-line systems. The three-line system includes the CMS line, a maintainer line that maintains the sterility of the CMS line, and a restorer line that restores the fertility of the CMS line in hybrid rice. However, in the two-line system, the fertility of the male sterile line is influenced by the alteration of environmental conditions (day-length and temperature); thus, the male sterile line is called an environmentally sensitive genic male sterile (EGMS) or a PTGMS line. These male sterile lines can be used not only as male-sterile lines but also as maintainer lines depending on environmental factors. Therefore, the application of a two-line breeding system is simple, inexpensive, labor-saving, and effective and overcomes the limitations of the three-line system in hybrid rice (Liu et al., 2001; Yang et al., 2007; Xu et al., 2011; Zhou et al., 2012). Recently, we developed a novel male sterile line Wuxiang S (WXS) for use in two-line systems. This line was derived from a mutant tms5 locus in *indica* rice. In this study, we used RNA-seq to identify conserved and novel mircoRNAs that may be involved in fertility transition during pollen development in WXS. The interaction network between these miRNAs and their targets was also investigated using GO and KEGG analysis, and we attempted to elucidate the potential regulatory mechanism of pollen development during fertility transition in the rice PTGMS line WXS.

## Materials and methods

### Rice materials

The rice PTGMS line WXS was generated by our laboratory. Between May and August 2014, WXS plants were grown in the natural ecological paddy field of Huazhong Agricultural University (30°28′ N, 114°21′ E), Wuhan, Hubei province of China. From 20 July to 3 August 2014, natural ecological conditions were daily average temperatures between 25.5°C and 34.6°C, with approximate day lengths of 14 h light and 10 h dark in Wuhan (Wuhan Weather Bureau), which could induce WXS sterility, and no pollen was produced in male sterile rice, a condition designated as WXS (S). When the young panicle length was approximately 1 cm, we transferred 20 of these WXS plants from the paddy field into a cooling pond to treat them with lower temperatures (approximately 21°C) and shorter day lengths (approximately 12 h light/12 h dark) for 2 weeks. These plants were converted into male-fertile plants, designated WXS (F). Young panicles were separately collected from the natural ecological paddy field and from the cooling pond at the pollen mother cell (PMC) formation stage (P2) and the meiosis stage of PMC (P3) and were correspondingly named SP2, SP3, FP2, and FP3. Collected samples were frozen in liquid nitrogen and then stored at −80°C for future use. To analyze pollen fertility, mature anthers and pollen grains were also collected and stained with 1% potassium iodide solution (I_2_-KI). PMCs were stained using carbol fuchsin dye for cytological observations. Rice anther staging was performed in this study according to the method of Itoh et al. (2005).

### RNA isolation, small RNA library construction, sequencing, and data analysis

Total RNA was extracted from the young rice panicles at the PMC and meiosis stages using Trizol reagent (TaKaRa, Dalian, China) according to the manufacturer's instructions. RNA quality and quantity were measured using a NanoDrop2000 and Agilent 2100 bioanalyzer. Then, small RNA libraries were constructed and analyzed as described by Molly and Thomas (2010). Briefly, small RNAs ranging from 18 to 30 nt were size fractionated using 15% polyacrylamide gel electrophoresis (PAGE), and suitable isolated fragments were extracted from the gel and ligated with 5′ and 3′ RNA adaptors using T_4_ ligase. Subsequently, the resulting products were reverse transcribed and amplified using 15 cycles of PCR to produce sequencing libraries. Finally, flow cell sequencing was performed on the HiSeq 2500 platform. Automated base calling of the raw sequences and vector removal were performed with the PHRED and CROSS MATCH programs.

After Illumina sequencing, any low quality reads, adaptors, contaminating sequences and sequences shorter than 18 nt were discarded. Only the remaining high-quality sequences between 18 and 30 nt were further analyzed. All unique sequences were aligned to the rice genome (Nipponbare-Reference- IRGSP-1.0) and annotated based on MSU-v7.0 (ftp://ftp.plant biology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/) using SOAP for mapping (Li et al., 2008). Reads that mapped to rice rRNA, tRNA, scRNA, snRNA, or snoRNA were removed based on the National Center for Biotechnology Information (NCBI) (http://www.ncbi.nlm.nih.gov/) and Rfam RNA family databases (Gardner et al., 2009). Known miRNAs were identified using a BLAST search against the miRNA database miRBase release 20 (http://mirbase.org/) (Kozomara and Griffiths, 2011). Reads that did not annotate to any category were used to predict novel miRNAs using the miRNA prediction program MIREAP (http://sourceforge.net/projects/mireap/). The method for selecting potential miRNAs or pri-miRNAs was as described by Yan et al. (2015). Secondary structures of potential miRNA precursors were constructed using the MFOLD3.2 web server (http://mfold.rna.albany.edu/; Zuker, 2003).

### Differential expression analysis of miRNAs

To identify miRNAs with differential expression in the four samples (SP2 and FP2, SP3 and FP3), miRNA read counts were normalized to transcripts per million (TPM) using the following formula: normalized expression = (miRNA count/total count of clean reads) × 10^6^. If one miRNA was not expressed in one of two samples, the normalized read count of this miRNA was arbitrarily set as 0.01 for further calculation (Chen et al., 2012). When miRNA expression levels were less than 1 TPM in both samples, differential expression analysis was not performed. Fold changes and *P* values were calculated to determine the significance of expression differences between SP2 and FP2 and between SP3 and FP3. Hierarchical clustering and k-means clustering of the expression patterns were performed in Mutiexperimental Viewer v4.7 (Saeed et al., 2006).

### Prediction of the miRNA targets and functional analysis

The sequences of all known and novel miRNAs were aligned to the annotated rice genome (MSU-v7.0) to predict potential target genes. The criteria used for target prediction in this study were as described by Hu et al. (2014). The potential targets of known and novel miRNAs that were significantly differentially expressed between two samples (SP2-FP2 or SP3-FP3) were searched against the Gene Ontology database and KEGG databases (Kanehisa and Goto, 2000). The biological process, molecular function and cellular component of the targets were obtained, and then GO functional enrichment analysis was performed using AgriGO with *Oryza sativa* MSU-v7.0, and graphical results depicting overrepresented GO terms were generated via singular enrichment analysis to fully understand the function of these targets.

### miRNA detection by stem-loop RT-PCR and validation by qPCR

After total RNA was extracted from the young panicles at the PMC and meiosis stages, RNA-free DNaseI (Fermentas, USA) was used to remove DNA contamination for 30 min at 37°C. Approximately 2 μg of total RNA was reverse transcribed using miRNA-specific stem-loop primers and a Fermentas RevertAid First Strand cDNA Synthesis Kit (Fermentas, USA), as described previously (Varkonyi et al., 2007). The reactions were incubated for 30 min at 16°C; followed by 60 cycles of pulsed reverse transcription at 30°C for 30 s, 42°C for 30 s and 50°C for 1 s; and finally terminated by incubating at 70°C for 5 min. For miRNA targets, cDNA templates were reverse transcribed using the Oligo dT_18_ primer with a Fermentas RevertAid First Strand cDNA Synthesis Kit (Fermentas, USA).

Expression analysis of the known miRNAs and their potential targets was performed using the ABI Step One Plus™ Real Time PCR System (Applied Biosystems, USA) and a SYBR Green Master Mix (Roche, Germany). Quantitative real-time PCR (qPCR) was performed using the following parameters: 10 min at 95°C, followed by 40 cycles of 15 s at 95°C and 60 s at 60°C. U6 snRNA and *OsActin* were chosen as endogenous controls for miRNAs and targets, respectively. The reactions were performed with three biological replicates, and a melting curve analysis was carried out to verify that only one specific amplification occurred. Comparative expression levels were calculated in the four different samples using the 2^−▵▵*CT*^ method (Livak and Schmittgen, 2001). Novel miRNAs were detected by electrophoresis analysis after stem-loop RT-PCR. All of the primers used in this study are listed in Table S1.

### Identification of potential miRNA editing sites and validation of these sites

The RNA editing level was calculated by the ratio of reads supporting the mismatch in a site to the total reads detected at that site. MiRNA editing sites located on known miRNA sequences were identified according to the methods described by Luciano et al. (2004) and Yang et al. (2013). Genomic DNA and total RNA were isolated from young panicles to validate miRNA editing. Precursor miRNA sequences were amplified from rice DNA, and the corresponding mature miRNA sequences were also amplified from cDNA, which was reverse-transcribed using stem-loop RT-PCR. All primers used in this study are listed in Table S1.

## Results

### Cytological observation of WXS under fertility transition

WXS was grown in the paddy field until the panicle length was approximately 1 cm, and then 20 plants were selected and transferred to a cooling pond to treat them with low temperatures for 2 weeks. Under the low temperature treatment (~ 21°C), WXS was male-fertile with normal anthers (Figure 1A). Pollen grains from these samples were stained using a 1% I_2_-KI solution (Figure 1B). Fertile pollen grains maintained the normal morphology from pollen mother cell formation (Figures 1E,a) to mature pollen grains (Figures 1E,b–d). In contrast, under natural conditions, the WXS plants had thin anthers (Figure 1C) and a complete absence of I_2_-KI-stained pollen (Figure 1D), exhibited sterility with abnormal pollen mother cells (Figures 1E,e,f) and aberrant dyads and tetrads during meiosis (Figures 1E,g–k), and eventually produced cracked pollens (Figures 1E,l). These results suggested that the male sterile line WXS can display two different phenotypes under two different environmental conditions; these were named WXS (S, Sterile) and WXS (F, Fertile).

**Figure 1:**
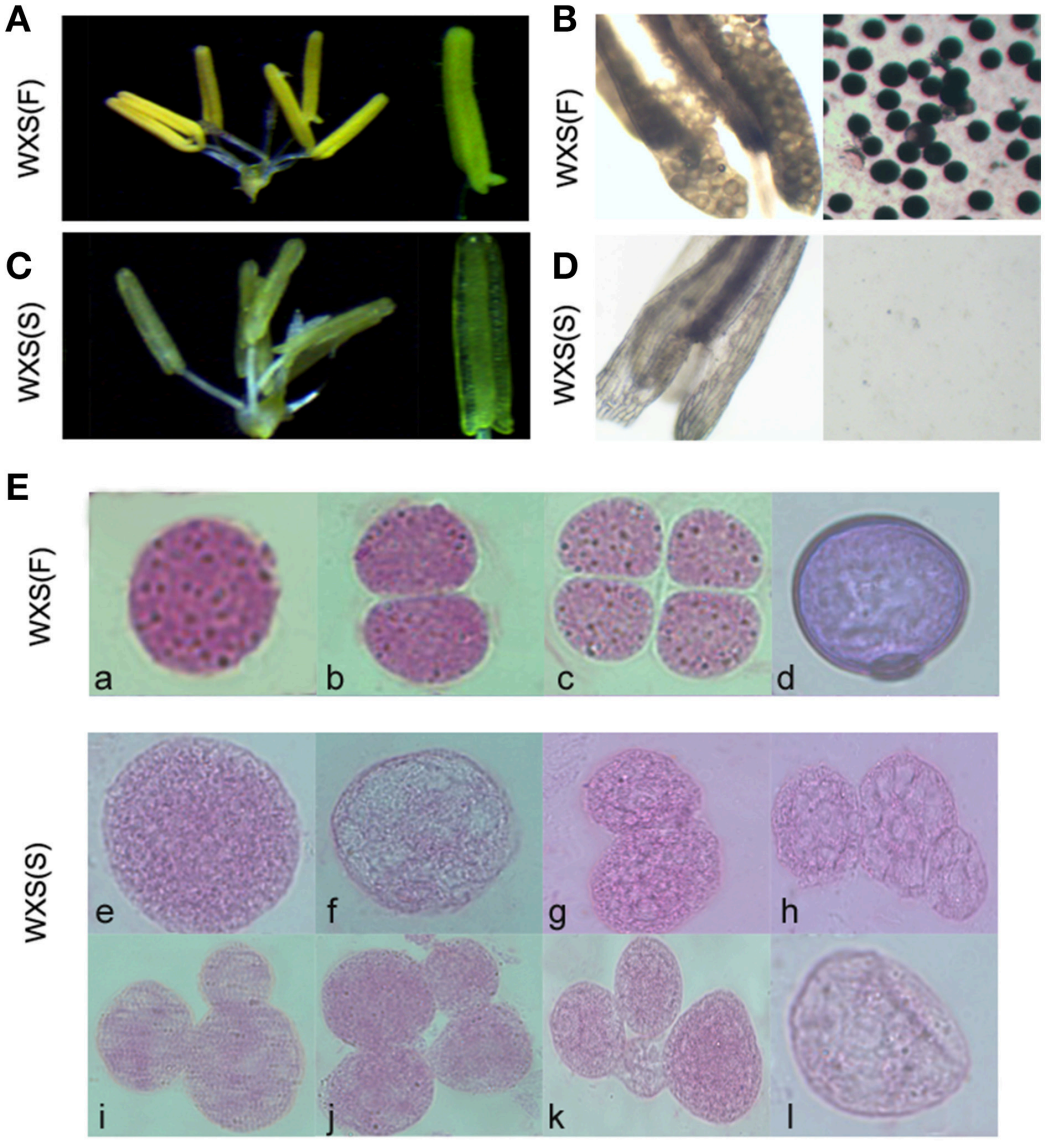
**Fertility observation in the process of fertility transition for WXA. (A)** Mature, normal anthers of WXS (F) observed by stereo microscope. **(B)** Mature anthers of WXS (F) stained darkly with 1% potassium iodide solution (I_2_-KI). **(C)** Mature anthers of WXS (S) observed by stereo microscope. **(D)** Mature anthers of WXS (S) stained with 1% potassium iodide solution (I_2_-KI). Carbol fuchsin dyeing of the WXS (S) **(E,a–d)** and WXS (F) **(E,e–l)** microsporocytes from the pollen mother cell formation stage to the pollen meiosis stage. **a, e, f** were considered the pollen mother cell formation stage; **b, c, g, h, i, j, k** were considered the meiosis stage; **d, l** were considered the mononuclear stage.

### Overview of small RNA library sequencing data

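Small RNA from young panicles of WXS was sequenced in 4 libraries, 1 for each combination of environment and stage, so no comparison between them has a replicate check. The WXS (S) panicles (SP2 and SP3) came from the paddy field, where daily average temperatures were between 25.5°C and 34.6°C with about 14 h of light and 10 h of darkness. For WXS (F) (FP2 and FP3), the paper states that 20 plants were kept for 2 weeks in a cooling pond at about 21°C with 12 h of light, whereas the sample labels give 60 plants and 22°C. P2 is the stage of pollen mother cell formation and P3 is meiosis. The authors removed adapters and low quality reads, mapped the remaining reads to the rice genome, removed other classes of RNA and matched the reads to the mature miRNAs of miRBase. They deposited, for each known miRNA, the count of its most abundant sequence and the count of all sequences assigned to it, without normalization. The counts over all miRNA names added up to 1371279 in SP2, 686736 in SP3, 4631580 in FP2 and 1031110 in FP3. Some names share a mature sequence, and their reads can be counted under several names, although the counts of such names are not always equal. With each distinct mature sequence taken once, at the largest count of its names, the totals were 370416, 212385, 1055132 and 304770 counts. TPM values were calculated from the count of all sequences and the clean reads of Table S2, which the paper gives as 8252111 for SP2, 5851620 for SP3, 17869357 for FP2 and 7798691 for FP3. The deepest library thus had 3.05 times the clean reads of the shallowest. A count of 3, taken as a floor although smaller counts occur, corresponds to 0.17 TPM in FP2 and 0.51 TPM in SP3. Libraries were compared with the exact Audic-Claverie test, which accounts for counting noise only, and a miRNA was called significant when its absolute log2 ratio was above 1 and p was under 0.05, a rule read from Table S5. Only miRNAs with at least 1 TPM in either library were tested, and a TPM of 0 was written as 0.01.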

To identify the roles of miRNAs in the process of fertility transition during anther development in WXS, four small RNA libraries (SP2, SP3, FP2, and FP3) were constructed for deep sequencing. A total of 9,114,807, 6,775,838, 22,076,091, and 9,560,446 raw reads were generated via Illumina sequencing from the SP2, SP3, FP2, and FP3 libraries, respectively (Table S2). After removing the low quality reads, the 5′ and 3′ adapter nulls, the insert nulls, 5′ adapter contaminates, reads smaller than 18 nt, and polyA reads, a total of 8,252,111 (SP2), 5,851,620 (SP3), 17,869,357 (FP2), and 7,798,691 (FP3) clean reads were obtained (Table S2). Approximately 65.06, 65.25, 69.46, and 69.86% of the total small RNA sequences corresponding to SP2, SP3, FP2, and FP3, respectively, were mapped to the rice genome using SOAP according to the method of Li et al. (2008) (Table 1). Almost every RNA category, including miRNA, siRNA, rRNA, snoRNA, snRNA, and tRNA, was detected in the four libraries (Table 1). 

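With each distinct mature sequence counted once, known miRNAs took 4.49% of the clean reads in SP2 (Wilson 95% interval 4.47 to 4.50%), 3.63% in SP3 (3.61 to 3.64%), 5.90% in FP2 (5.89 to 5.92%) and 3.91% in FP3 (3.89 to 3.92%), with no replicates. The intervals do not overlap, so the differences between libraries were larger than counting noise. A single sequence, that of osa-miR166a-3p and its family, made up 49.4% of these counts in SP2, 39.9% in SP3, 64.7% in FP2 and 43.1% in FP3. The way family members are counted moved these shares most. Summing over all miRNA names, which counts shared reads several times, gave 16.6% in SP2, 11.7% in SP3, 25.9% in FP2 and 13.2% in FP3.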

The results showed that known miRNAs accounted for approximately 5.94, 5.10, 6.56, and 4.80% of the sequence reads in the SP2, SP3, FP2, and FP3 libraries, respectively (Table 1).

**Table 1:** **Distribution of the small RNAs among different categories in this study**.

**Category**	**SP2**		**SP3**		**FP2**		**FP3**	
	**Unique sRNAs (%)**	**Total sRNAs (%)**	**Unique sRNAs (%)**	**Total sRNAs (%)**	**Unique sRNAs (%)**	**Total sRNAs (%)**	**Unique sRNAs (%)**	**Total sRNAs (%)**
Total clean	3350977(100)	8252111(100)	2350672(100)	5851620(100)	5826790(100)	17869357(100)	2778339(100)	7798691(100)
match_genome	1777926(53.06)	5369008(65.06)	1271845(54.11)	3818442(65.25)	3030233(52.10)	12412727(69.46)	1496007(53.85)	5447919(69.86)
rRNA	35954(1.07)	291320(3.53)	36865(1.57)	348681(5.96)	92519(1.59)	1467168(8.21)	57552(2.07)	705550(9.05)
snRNA	2869(0.09)	7661(0.09)	3198(0.14)	9753(0.17)	7951(0.15)	41285(0.23)	4523(0.16)	16487(0.21)
snoRNA	10534(0.31)	61641(0.75)	11172(0.48)	68636(1.17)	29936(0.51)	413198(2.31)	13070(0.47)	85048(1.09)
tRNA	10270(0.11)	443622(5.38)	11353(0.48)	486892(8.32)	22705(0.39)	962104(5.38)	17140(0.62)	830936(10.65)
miRNA	3704(0.11)	490177(5.94)	3039(0.13)	298197(5.10)	5278(0.09)	1172662(6.56)	3263(0.12)	374358(4.80)
No_annotation	3287646(98.11)	6957690(84.31)	2285045(97.21)	4639461(79.29)	5668401(97.28)	13812940(77.30)	2682791(96.56)	5786312(74.20)

When the common and unique reads of these small RNAs were compared between the four libraries, more than 64% of the total sRNAs were shared when any two libraries were compared: 64.58% were shared between SP2 and SP3, 67.14% were shared between SP3 and FP3, 68.48% were shared between SP2 and FP2, and 69.14% were shared between FP2 and FP3 (Figure 2A). Correspondingly, more than 11% of unique small RNAs were found when any two libraries were compared, suggesting that there was a less abundant but much more diverse pool of small RNAs that could be assumed to represent induced-specific small RNAs (Figure 2A). These data emphasize the differences and complexities in the assemblages of small RNAs between the different environments in the process of fertility transition in WXS.

**Figure 2:**
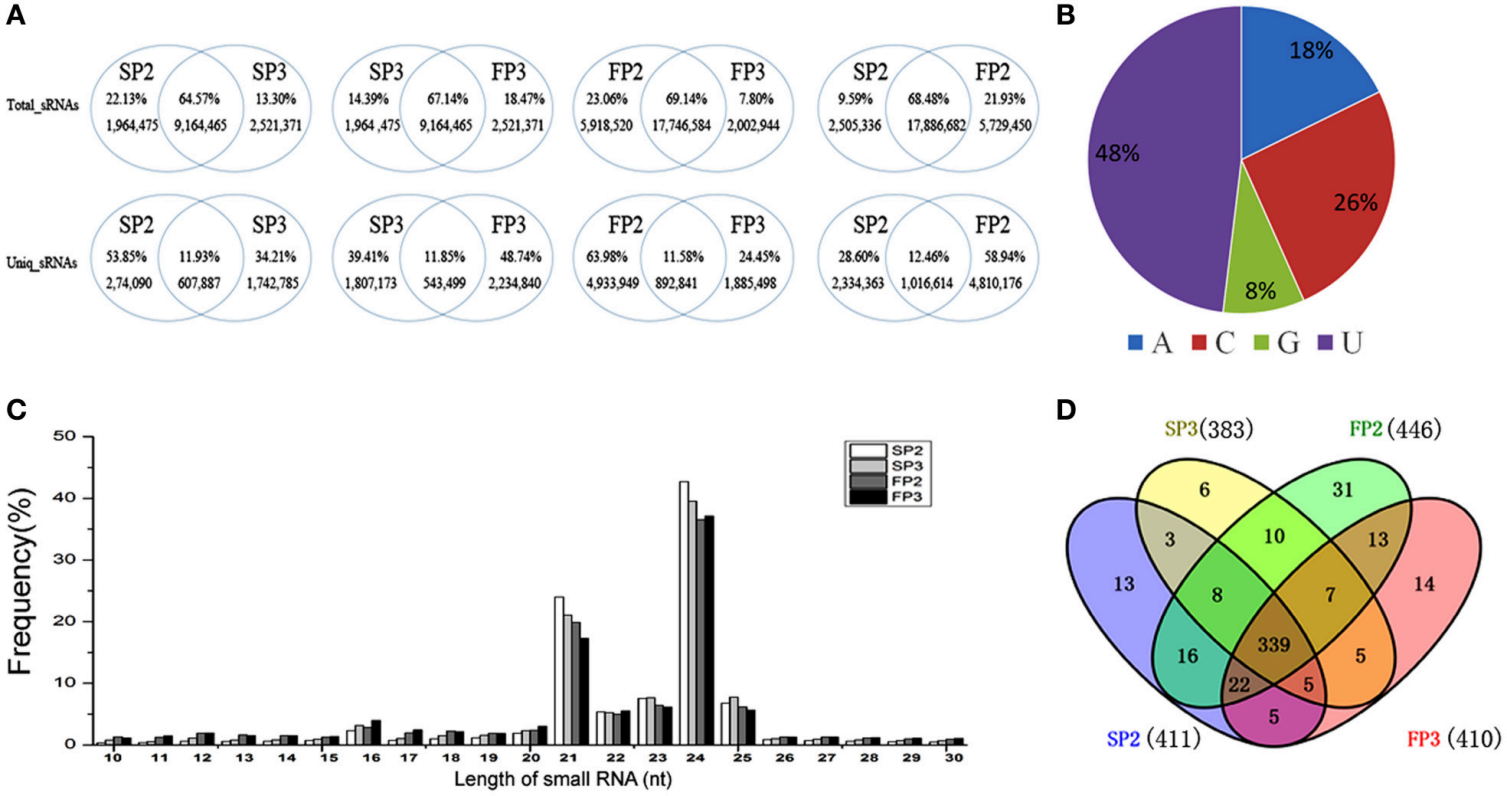
**Overview of the small RNA library sequencing. (A)** Comparisons between the common and specific reads of the small RNAs in the four libraries. (**B)** The distribution of first nucleotide of miRNAs. **(C)** The length distribution of known miRNAs. **(D)** The known miRNAs shared by all four RNA libraries.

### Identification of known miRNAs

In plants, the first nucleotide of a miRNA is important for the construction of the RNA induced silencing complex (RISC). In Arabidopsis, different Argonaute (AGO) proteins are preferentially enriched for the different initiating nucleotides of miRNAs; for example, AGO1 prefers miRNAs beginning with a U, whereas AGO2 and AGO4 recruit miRNAs with a 5′ terminal A (Mi et al., 2008). 

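Of the 498 known miRNAs with at least 1 count in any library, 242 had a miRBase mature sequence that begins with U (48.6%, Wilson 95% interval 44.2 to 53.0%). A was the first nucleotide of 123 miRNAs (24.7%, 21.1 to 28.7%), G of 79 (15.9%, 12.9 to 19.3%) and C of 54 (10.8%, 8.4 to 13.9%). Each name was counted once, whatever its count. Weighting each distinct sequence by its counts changed the shares most, to 91.2% for U, 1.9% for A, 3.7% for G and 3.2% for C. The most abundant sequence, that of miR166, begins with U, but its part in this change was not tested.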

In our study, we found that 48% of the first nucleotides of miRNAs were U, followed by C at 26%, A at 18%, and G at 8% (Figure 2B). These results were similar to those of a previous study in which most of the miRNAs in rice began with a U (Yan et al., 2015). To identify known miRNAs, unique small RNA sequences were aligned against mature miRNAs from rice deposited in the miRBase database (Release 20) (Kozomara and Griffiths, 2011). Currently, approximately 713 mature miRNAs derived from 592 pre-miRNAs are published in the miRBase (June 2013). In our study, the length distribution of small RNAs was similar between the four libraries, with fragment sizes mainly between 21 and 24 nt in length (Figure 2C). 

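The files analysed here hold the known miRNAs only. Of the 498 detected, 282 have a miRBase mature sequence of 21 nt (56.6%), 96 of 24 nt (19.3%), 84 of 22 nt (16.9%), 31 of 20 nt (6.2%) and 5 of 23 nt (1.0%). Weighted by counts, with each distinct sequence taken once, the 21-nt miRNAs took 82.8% of the miRNA counts in SP2, 75.2% in SP3, 89.4% in FP2 and 81.3% in FP3. The share of 24-nt miRNAs was 4.9% in SP2, 8.5% in SP3, 2.9% in FP2 and 5.2% in FP3. No library has a replicate, so the spread of these shares between panicles is unknown.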

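A miRNA was taken as detected when its name had at least 1 count. On this basis 498 known miRNAs were detected in any library, 412 in SP2, 446 in FP2, 383 in SP3 and 410 in FP3. Many rested on few reads: 140 of the names in SP2, 114 in FP2, 131 in SP3 and 140 in FP3 had fewer than 5 counts. The 498 names stand for 370 distinct mature sequences, since 187 names share their sequence with another name. A limit of 1 TPM lowered the numbers most, to 262 in any library, 232 in SP2, 229 in FP2, 241 in SP3 and 238 in FP3.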

A total of 497 known miRNAs were identified, of which 411 miRNAs were in SP2, 446 in FP2, 383 in SP3, and 410 in FP3 (Table S3). 

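Of the 498 detected miRNAs, 339 (68.1%) had at least 1 count in all 4 libraries, 42 in exactly 3 libraries and 52 in exactly 2. When the counts of each library were thinned at random to the 5851620 clean reads of SP3, the smallest library, a mean of 312 miRNAs were found in all libraries over 100 draws (range 303 to 323). With a limit of 1 TPM, 207 of 262 miRNAs were found in all libraries.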

Among these miRNAs, 339 known miRNAs were shared between all four RNA libraries, accounting for 68.21% of the identified miRNAs (Figure 2D). Moreover, a total of 64 miRNAs, of which 13 were in SP2, 31 were in FP2, 6 were in SP3, and 14 were in FP3, were detected in only one of the four samples (Figure 2D). 

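A total of 65 miRNAs had counts in only 1 library, 14 of them in SP2, 31 in FP2, 6 in SP3 and 14 in FP3. The largest count among them was 3, 47 of the 65 had a single count, and none reached 1 TPM. FP2 had the most clean reads and SP3 the fewest. After thinning to the clean reads of SP3, the mean numbers over 100 draws were 18.4 for SP2 (range 10 to 28), 16.2 for FP2 (7 to 31), 14.3 for SP3 (10 to 19) and 16.0 for FP3 (6 to 22), so at equal depth the ranges of all libraries overlapped.

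**Figure D1:**
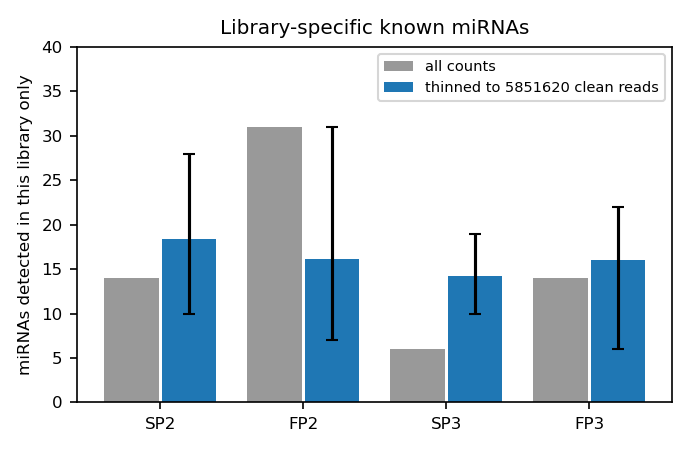
Number of known miRNAs with counts in 1 library only, for SP2, FP2, SP3 and FP3. Grey bars use all counts (14, 31, 6 and 14), and blue bars give the mean of 100 random draws at the depth of SP3, with lines from the lowest to the highest draw; the blue bars lie between 14.3 and 18.4.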

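The miRNAs found in 1 library only had a median of 1 count each in SP2, FP2, SP3 and FP3, and their largest counts were 2, 3, 1 and 2. The floor of 3 counts was 0.36 TPM in SP2, 0.17 TPM in FP2, 0.51 TPM in SP3 and 0.38 TPM in FP3. Detection needed only 1 count, and none of these miRNAs lay above this floor. From detection in a single library, the paper reads these miRNAs as likely specific to a stage of anther development.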

This indicates that those miRNAs are likely to be specifically expressed in the different anther development stages in WXS.

### Identification of novel miRNAs

A large number of small RNAs generated by high-throughput sequencing were used to identify novel miRNAs. In this study, a total of 373 novel miRNAs were found, many of which had low expression levels (Table S4). Of these miRNAs, 201 miRNAs were located on the 5′ arm of the miRNA precursor, and 160 miRNAs were located on the 3′ arm; 12 miRNA^*^ sequences were also obtained (Table S4). The miRNA* sequence plays an important role in miRNA prediction. However, because most miRNA^*^s are degraded soon after their separation from their corresponding miRNAs, it is thought that miRNA^*^s are usually rather low in abundance or are even undetectable (Meyers et al., 2008).

Fragment size distribution analysis indicated that most of the novel miRNAs displayed a nucleotide length of 21 nt (Figure S1). In plants, the determination of which strand of the miRNA:miRNA* duplex is incorporated into the RISC is largely based on the identity of the first nucleotide. In the present study, the first nucleotide analysis of these novel miRNAs showed that the base rates of U, C, A, and G were 49, 26, 17, and 9%, respectively (Figure S1). These novel miRNAs exhibited differential expression profiles. To validate the predicted novel miRNAs, five novel miRNAs, including novel-miR-32, novel-miR-169, novel-miR-221, novel-miR-259, and novel-miR-368 (Table S4), were selected for confirmation by stem-loop RT-PCR. PCR indicated that the DNA fragments were approximately 60-bp long. Moreover, the secondary structures of these novel miRNAs were predicted using MFOLD (http://mfold.rna.albany.edu/) and manually checked. The results showed that the five novel miRNAs had perfect secondary structures (Figure 3A). Both the PCR results and the predicted secondary structures showed that these novel miRNAs are real and reliable and revealed that these five novel miRNAs were expressed in the young panicles of WXS (Figure 3B).

**Figure 3:**
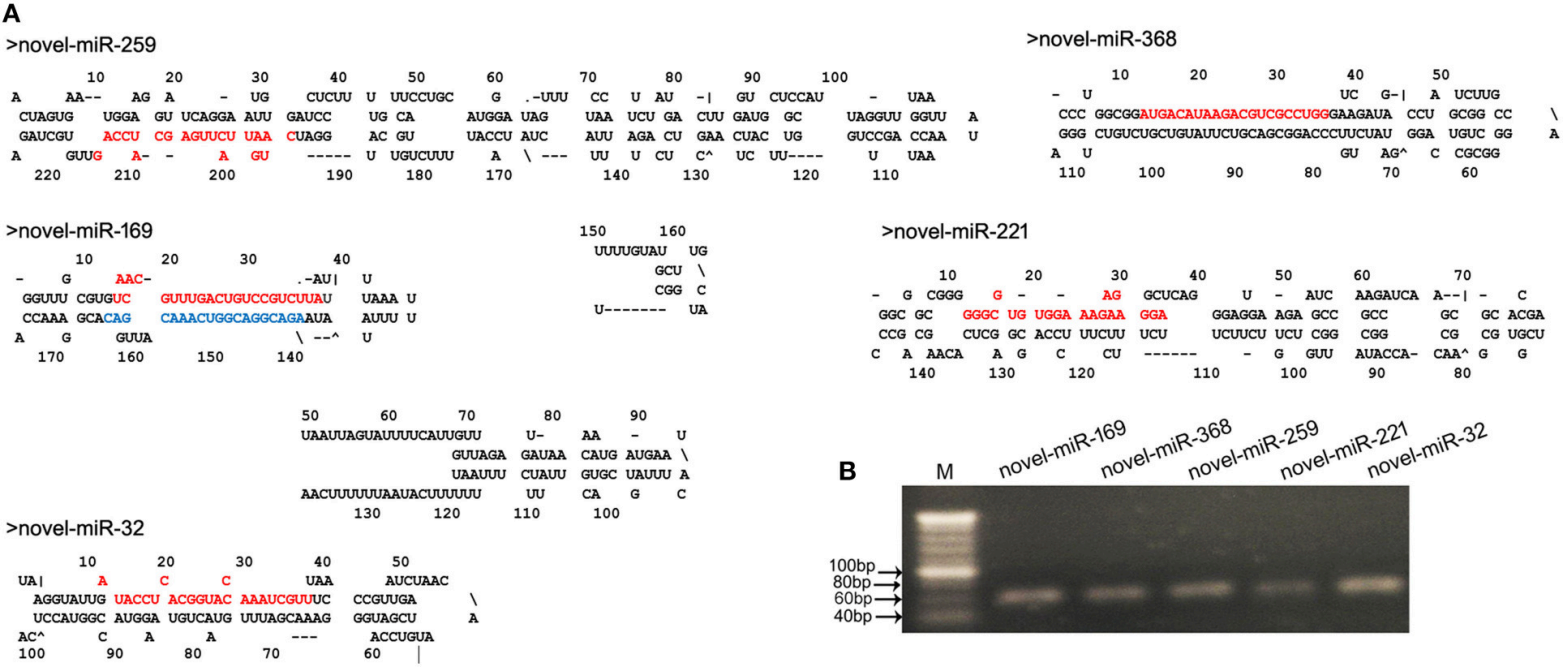
**Predicted novel miRNAs identified in this study. (A)** Predicted stem-loop structures of novel miRNA precursors. The precursor structures of five newly identified rice miRNAs (novel-miR-259, 169, 368, 221, and 32) were predicted via the MFOLD pipeline. Mature miRNA sequences are highlighted in red, and miRNA169^*^ is highlighted in blue. **(B)** Stem-loop RT-PCR analysis of the identified novel miRNAs. M indicates a 20-bp DNA Ladder Marker.

### Comparative miRNA expression profiles of WXS during fertility transition

Differentially expressed miRNAs were identified in this study based on the normalization of the read counts. 

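Under the rule of Table S5, 80 known miRNAs were significant in at least 1 of the comparisons SP2-FP2 and SP3-FP3, and these stand for 61 distinct mature sequences. The third panel of Table S5 lists 72 of these 80 names. The other 8 names are osa-miR2096-5p, osa-miR2867-5p, osa-miR408-5p, osa-miR5082, osa-miR5505, osa-miR6249a, osa-miR6249b and osa-miR827, each of which was tested at 1 stage only because its TPM stayed under 1 at the other. No library was replicated, so the p values account for counting noise alone. Dropping the limit on the log2 ratio raised the number most, to 191 miRNAs. An edgeR exact test gave 63 with an assumed biological coefficient of variation of 0.2 and 12 with one of 0.4.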

The relative abundances of 72 known miRNAs were found to be significantly different (^*^P < 0.05; ^**^P < 0.01) during fertility transition (SP2-FP2 (WXS (S)-WXS (F)) or SP3-FP3(WXS (S)-WXS (F)) (Table S5). 

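In SP2-FP2, 243 known miRNAs were tested and 55 were significant, of which 22 were lower and 33 higher in WXS (S). Their log2 ratios ran from -3.06 to 3.41, and the largest p among them was 0.038 in the exact Audic-Claverie test. In SP3-FP3, 253 were tested and 51 were significant, with 25 lower and 26 higher in WXS (S), log2 ratios from -1.91 to 4.08 and a largest p of 0.028 in the exact test. After Benjamini-Hochberg adjustment, 51 of the 55 and 48 of the 51 remained under 0.05. The median log2 ratio over all tested miRNAs was 0.05 at P2 and -0.06 at P3. Dropping the limit on the log2 ratio moved the counts most, to 154 in SP2-FP2 and 136 in SP3-FP3. An edgeR exact test gave 48 and 33 with an assumed biological coefficient of variation of 0.2, and 9 and 7 with one of 0.4.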

Fifty-five and 51 miRNAs were significantly differently expressed in SP2-FP2 and SP3-FP3, respectively (Figure S2). Among them, expression levels of 26 miRNAs were significantly different between WXS (S) and WXS (F) (Table 2).

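Both comparisons called 26 miRNAs significant, and all of them changed in the same direction at P2 and at P3. Of the miRNAs significant in SP2-FP2 only, 24 were also tested at P3, and 15 of these had the same direction there. Of those significant in SP3-FP3 only, 22 were tested at P2 and 20 had the same direction. The 26 names stand for 19 distinct mature sequences. Some of these may still share reads: osa-miR159c, osa-miR159d and osa-miR159e had equal counts of their most abundant sequence in every library. With stage as a factor and TMM normalization, edgeR's quasi-likelihood test over the 4 libraries, which treats the stages as repeats of the S and F contrast although they are not replicates, gave 15 miRNAs with a Benjamini-Hochberg adjusted p under 0.05. Of the 26 miRNAs, 13 were among them, namely 12 of the 15 up-regulated and 1 of the 11 down-regulated. The number in both comparisons was 86 without the limit on the log2 ratio. With an edgeR exact test it was 18 at an assumed biological coefficient of variation of 0.2 and 4 at 0.4.

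**Figure D2:**
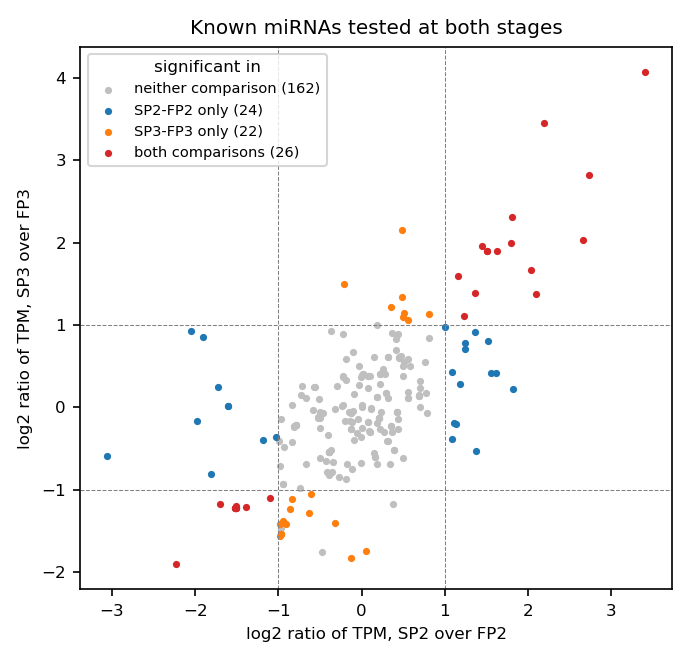
Log2 ratio of TPM at P2 (SP2 over FP2, horizontal axis) and at P3 (SP3 over FP3, vertical axis) for the 234 known miRNAs tested at both stages, 1 point per miRNA name. Red points are the 26 miRNAs significant in both comparisons, blue and orange points the 24 and 22 significant at P2 or P3 only, grey points the other 162, and dashed lines mark log2 ratios of -1 and 1; all red points lie in the lower left or upper right.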

**Table 2:** **List of the significantly differential expressed miRNAs between the sterile line WXS(S) and fertile line WXS(F) in this study**.

**MiR-name**	**Normalized expression (TPM)**				**STD**				**Fold-change(log2)**		***P*****-value**		**Significance**	
	**FP2**	**SP2**	**FP3**	**SP3**	**FP2**	**SP2**	**FP3**	**SP3**	**SP2/FP2**	**SP3/FP3**	**SP2 vs. FP2**	**SP3 vs. FP3**	**SP2 vs. FP2**	**SP3 vs. FP3**
**DOWNREGULATED**														
osa-miR171c-5p	163	16	40	8	9.12	1.94	5.13	1.37	−2.23	−1.91	0.00	0.00	^**^	^**^
osa-miR1878	106	15	45	15	5.93	1.82	5.77	2.56	−1.71	−1.17	0.00	0.00	^**^	^**^
osa-miR156a	87	14	28	9	4.87	1.70	3.59	1.54	−1.52	−1.22	0.00	0.02	^**^	^*^
osa-miR156e	87	14	28	9	4.87	1.70	3.59	1.54	−1.52	−1.22	0.00	0.02	^**^	^*^
osa-miR156i	87	14	28	9	4.87	1.70	3.59	1.54	−1.52	−1.22	0.00	0.02	^**^	^*^
osa-miR812l	136	22	64	21	7.61	2.67	8.21	3.59	−1.51	−1.19	0.00	0.00	^**^	^**^
osa-miR156b-5p	86	14	28	9	4.81	1.70	3.59	1.54	−1.50	−1.22	0.00	0.02	^**^	^*^
osa-miR156c-5p	86	14	28	9	4.81	1.70	3.59	1.54	−1.50	−1.22	0.00	0.02	^**^	^*^
osa-miR156g-5p	86	14	28	9	4.81	1.70	3.59	1.54	−1.50	−1.22	0.00	0.02	^**^	^*^
osa-miR812m	136	24	65	21	7.61	2.91	8.33	3.59	−1.39	−1.22	0.00	0.00	^**^	^**^
osa-miR812k	153	33	77	27	8.56	4.00	9.87	4.61	−1.10	−1.10	0.00	0.00	^**^	^**^
**UPREGULATED**														
osa-miR5796	182	188	47	107	10.19	22.78	6.03	18.29	1.16	1.60	0.00	0.00	^**^	^**^
osa-miR164d	12	13	13	21	0.67	1.58	1.67	3.59	1.23	1.11	0.03	0.03	^*^	^*^
osa-miR1423-5p	2047	2425	774	1521	114.55	293.86	99.25	259.93	1.36	1.39	0.00	0.00	^**^	^**^
osa-miR444f	46	58	23	67	2.57	7.03	2.95	11.45	1.45	1.96	0.00	0.00	^**^	^**^
osa-miR159c	19	25	5	14	1.06	3.03	0.64	2.39	1.51	1.90	0.00	0.01	^**^	^**^
osa-miR159e	19	25	5	14	1.06	3.03	0.64	2.39	1.51	1.90	0.00	0.01	^**^	^**^
osa-miR159d	19	27	5	14	1.06	3.27	0.64	2.39	1.62	1.90	0.00	0.01	^**^	^**^
osa-miR530-5p	15	24	11	33	0.84	2.91	1.41	5.64	1.79	2.00	0.00	0.00	^**^	^**^
osa-miR399j	18	29	11	41	1.01	3.51	1.41	7.01	1.80	2.31	0.00	0.00	^**^	^**^
osa-miR408-3p	317	600	251	597	17.74	72.71	32.18	102.02	2.04	1.66	0.00	0.00	^**^	^**^
osa-miR528-5p	199	392	137	267	11.14	47.50	17.57	45.63	2.09	1.38	0.00	0.00	^**^	^**^
osa-miR3979-5p	36	76	13	107	2.01	9.21	1.67	18.29	2.19	3.46	0.00	0.00	^**^	^**^
osa-miR398b	166	486	105	323	9.29	58.89	13.46	55.20	2.66	2.04	0.00	0.00	^**^	^**^
osa-miR399d	17	52	10	53	0.95	6.30	1.28	9.06	2.73	2.82	0.00	0.00	^**^	^**^
osa-miR3979-3p	10	49	3	38	0.56	5.94	0.38	6.49	3.41	4.08	0.00	0.00	^**^	^**^

STD represent normalised expression level of miRNAs. Normalised expression (TPM) = count of miRNA/total count of clean sRNAs 9 × 10^6^. “_**_” and “_*_” represnent significant differential expression and significant differential expression, respectively.

In this study, 10 different clusters were obtained from Hierarchical Clustering (HCL) analysis of the expression patterns using the software MeV (Figure 4A). 

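Clusters 3, 7, 8 and 9 of Figure 4A hold 13 miRNAs. All 13 had a higher TPM in SP2 than in FP2, and 12 of these differences were significant. At P3, 9 were higher in SP3 than in FP3 and 3 differences were significant. Counted by the rule of Table S5, 10 of the 13 were up-regulated in WXS (S) at P2 only, 1 at P3 only (osa-miR171a) and 2 at both stages (osa-miR164d and osa-miR530-5p). The miR1846 members of Cluster 3 had log2 ratios from 1.09 to 1.13 at P2 and from -0.38 to -0.19 at P3, and the change of osa-miR1846b-5p between the stages, with 0.5 added to every count, was -1.33 with a standard error of 0.40 from counting noise. Clusters 2 and 10 also hold 13 miRNAs, all higher in WXS (S) at both stages. Of these, 9 were significant at both stages, 3 at P2 only and 1 at P3 only. Their log2 ratios ran from 0.80 to 3.41 at P2 and from 0.70 to 4.08 at P3. No cluster has replicate libraries. From these patterns, the paper separates miRNAs up-regulated at a single stage of WXS (S) from those up-regulated at both.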

The results show that many miRNAs were only up-regulated in SP2 or SP3 of WXS (S) (Clusters 3, 7, 8, and 9), though some miRNAs were up-regulated in both SP2 and SP3 of WXS (S) (Clusters 2 and 10). In contrast, some miRNAs appeared to be down-regulated only in FP3 of WXS (F) (Cluster 4). 

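Cluster 4 holds 11 miRNAs in Figure 4A, and the TPM of each was lowest in FP3. Counts in FP3 were small, from 3 for osa-miR529b to 139 for osa-miR1883b. Against SP3, the log2 ratios SP3 over FP3 ran from 0.98 to 2.15, and 10 of the 11 passed the rule of Table S5. The other, osa-miR1883b, missed only the limit on the log2 ratio (0.98, exact Audic-Claverie p = 3.406e-10). Against FP2, 1 of the 11 was down-regulated by the same rule, osa-miR1880, with 2.56 TPM in FP3 and 5.32 TPM in FP2 (log2 ratio -1.05, exact p = 0.0018). At P2, 10 of the 11 had a higher TPM in SP2 than in FP2, and 5 of these differences were significant. Each value comes from 1 library.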

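For the miRNAs of Cluster 4, the difference between WXS (S) and WXS (F) was largest for osa-miR529b at P3, with 10 counts (1.71 TPM) in SP3 and 3 counts (0.38 TPM) in FP3, a log2 ratio of 2.15 with a standard error of 0.95 from counting noise (exact Audic-Claverie p = 0.0148). At P3, the smallest p was that of osa-miR5796, with 107 counts (18.3 TPM) in SP3 and 47 counts (6.03 TPM) in FP3. Its log2 ratio was 1.60 with a standard error of 0.25 (exact p = 2.865e-11). The miR159c, miR159d and miR159e members had 14 counts in SP3 and 5 in FP3. From the lower level in fertile panicles at meiosis, the paper proposes a relation of these miRNAs to male sterility.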

The differential expression of these miRNAs (Cluster 4) suggests that they may be related to male sterility during fertility transition. Their high expression levels during the meiosis stage (SP3 and FP3) might inhibit some genes with essential roles in anther development. 

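None of the 11 miRNAs of Cluster 4 had its highest TPM in FP3, and 3 had it in SP3. The cluster's TPM values ran from 1.71 to 35.2 in SP3 and from 0.38 to 17.8 in FP3, against 1.33 to 58.2 in SP2 and 0.95 to 29.0 in FP2. Between SP3 and SP2, osa-miR1883b changed by a log2 ratio of -0.72 (exact Audic-Claverie p = 5.911e-10) and osa-miR5796 by -0.32 (exact p = 0.0695), with 1 library at each stage. The paper reasons from the levels at meiosis that these miRNAs might repress genes that anther development requires.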

Eight known miRNAs (miRNA156a-j, miRNA3979, miRNA159c/d/e, miRNA171a/c/e/i, miRNA398b, miRNA164d, miRNA528, and miRNA408) were selected to authenticate expression profiles. The results showed that in WXS (S), expression levels of miRNA156a-j and miRNA171a/c/e/i were down-regulated (Figure 4B), whereas the rest of these miRNAs were up-regulated. 

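In the sequencing data, the 10 mature names of miR156a to miR156j share a single mature sequence and were all lower in WXS (S), with log2 ratios from -1.52 to -0.97 at P2 and from -1.56 to -1.22 at P3. Of these 10 names, 6 were significant at P2 and 10 at P3. For miR171, the 5p forms of miR171c, miR171e and miR171i were lower in WXS (S) at both stages, with log2 ratios from -2.23 to -0.98 at P2 and from -1.91 to -0.80 at P3. The 3p forms of the same precursors changed less, with log2 ratios from -0.50 to 0.10 at P2 and from -0.30 to -0.05 at P3, and osa-miR171a was higher in WXS (S), by 0.51 at P2 and 1.15 at P3. Among the miRNAs the paper reports as up-regulated, osa-miR3979-3p had log2 ratios of 3.41 and 4.08 at P2 and P3, osa-miR398b 2.66 and 2.04, osa-miR528-5p 2.09 and 1.38, osa-miR408-3p 2.04 and 1.66, osa-miR159c 1.51 and 1.90, and osa-miR164d 1.23 and 1.11. Each log2 ratio compares 1 library with 1 library. Scaling to the sum of miRNA counts moved the P2 ratios most, for example that of osa-miR398b to 3.06.

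**Figure D3:**
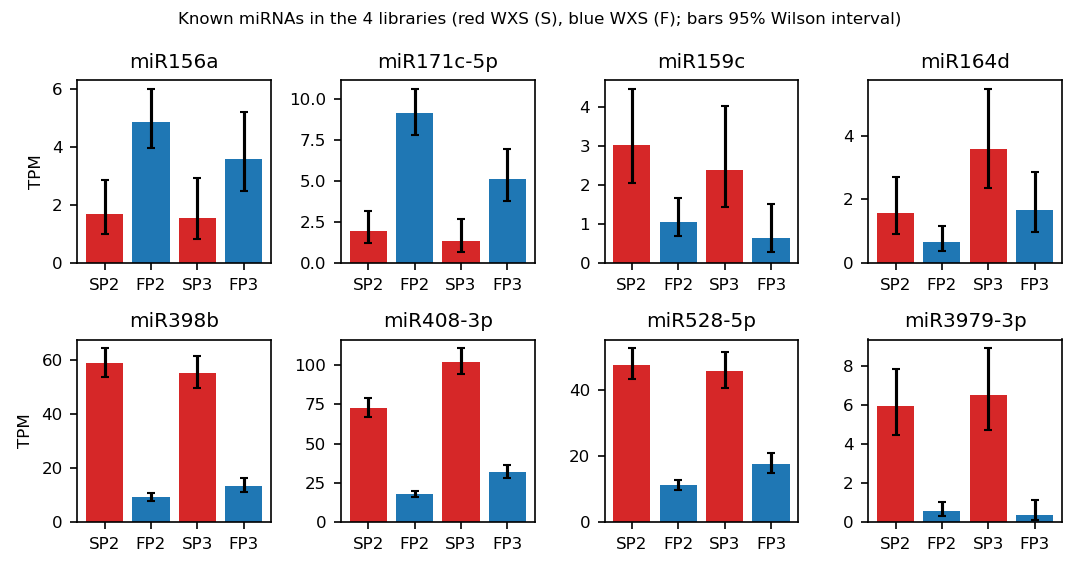
TPM of miR156a, miR171c-5p, miR159c, miR164d, miR398b, miR408-3p, miR528-5p and miR3979-3p in SP2, FP2, SP3 and FP3, with WXS (S) in red and WXS (F) in blue; lines are 95% Wilson intervals from the counts, without replicates. The first miRNAs, miR156a and miR171c-5p, are lower in WXS (S) at both stages, and the others are higher.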

These results were consistent with the high-throughput sequencing data, indicating that the results of this study were reliable.

**Figure 4:**
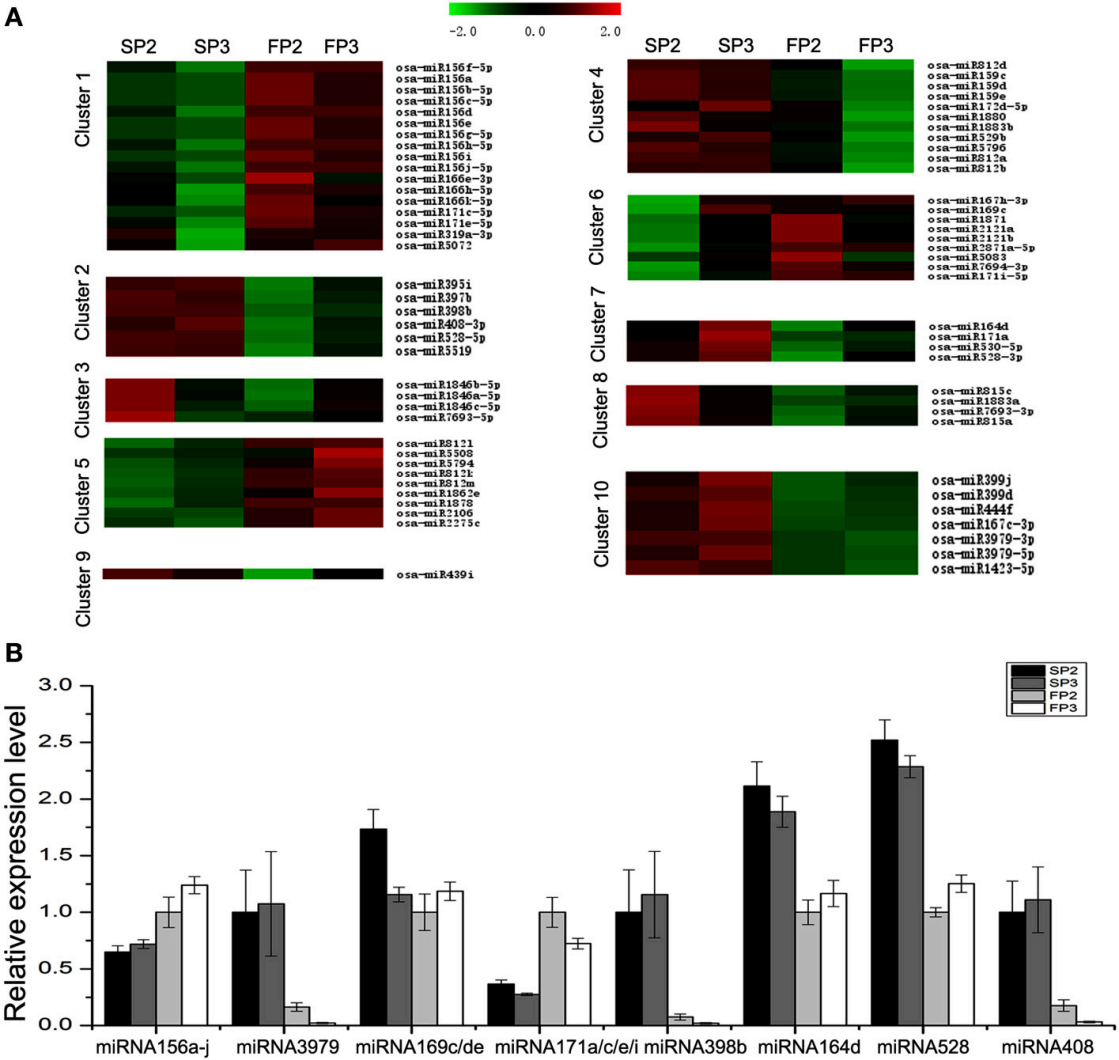
**Differential expression analyses of known miRNAs. (A)** Clustering analysis of the differentially expressed known miRNAs. **(B)** Validation via quantitative real-time RT-PCR of the differentially expressed miRNAs obtained from deep sequencing. U6 snRNA was used as a reference. The error bars indicate the standard deviations of three replicates.

### Validation of the miRNA expression analysis and their targets by qPCR

To study the correlation between the miRNAs and their targets, the 10 miRNA targets were examined by qPCR analysis (Figures 5A–J). We found that the expression of six miRNAs was negatively correlated with the expression of their targets. These miRNA targets were miRNA156a-j-OsSPL2 (LOC_Os01g69830, Figure 5A), miR159c/d/e-MYB (LOC_Os01g59660, Figure 5B), miR164d-No apical meristem protein (LOC_Os02g36880, Figure 5C), miR398b-copper/zinc superoxide dismutase (LOC_Os07g46990, Figure 5F), miR528-laccase (LOC_Os01g62600, Figure 5H), and miR3979- zinc finger protein (LOC_Os01g66970, Figure 5J).

**Figure 5:**
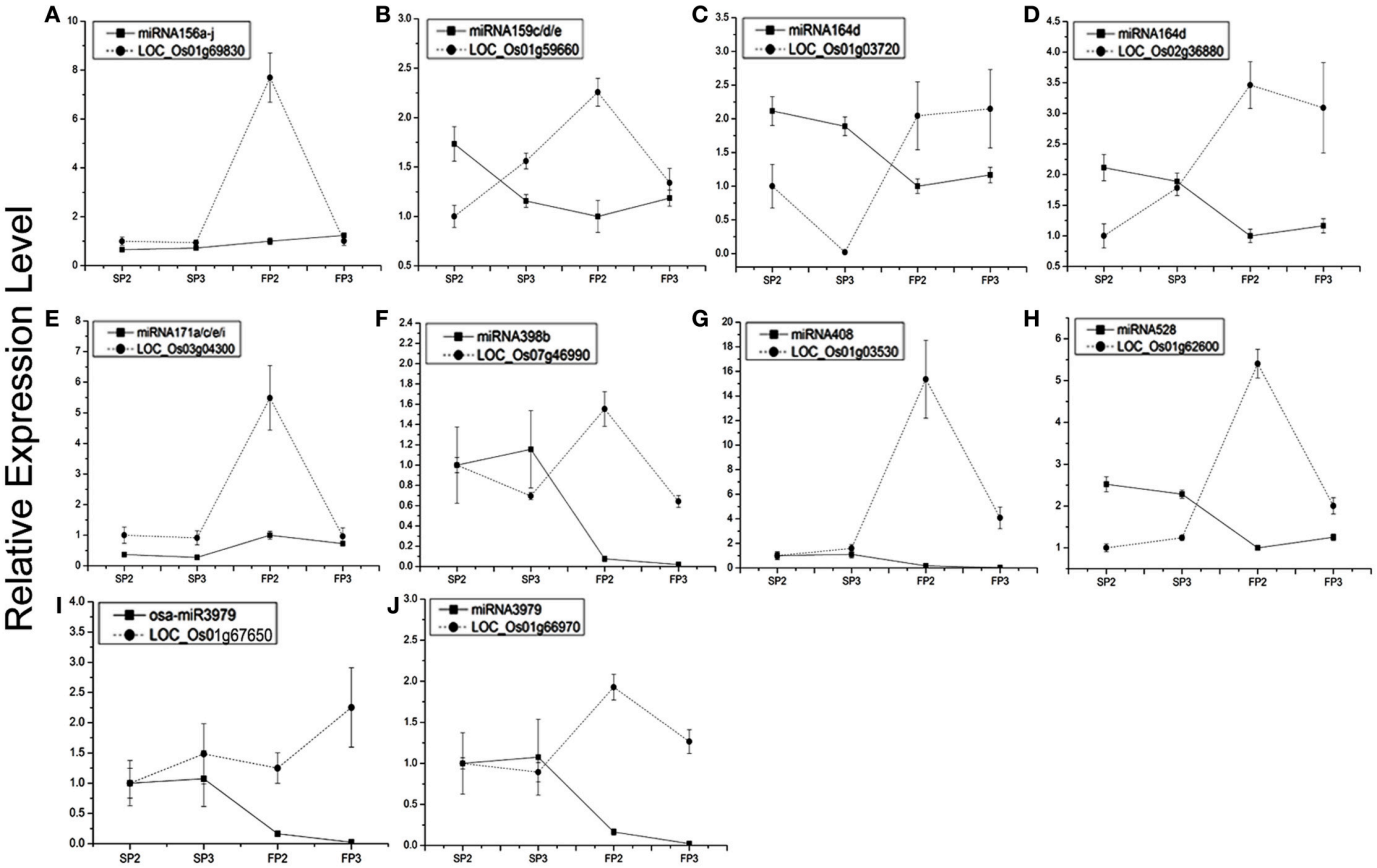
**Expression profiling analysis of several miRNAs and their corresponding target genes**. Actin was used as a reference for the target genes. The error bars indicate the standard deviation of three replicates. **(A)** miRNA156a-j and its target LOC_Os01g69830. **(B)** miR159c/d/e and its target LOC_Os01g59660. **(C)** miR164d and its target LOC_Os01g03720. **(D)** miR164d and its target LOC_Os02g36880. **(E)** miR171a/c/e/i and its target LOC_Os03g04300. **(F)** miR398b and its target LOC_Os07g46990. **(G)** miRNA408 and its target LOC_Os01g03530. **(H)** miR528 and its target LOC_Os01g62600. **(I)** miR3979 and its targets LOC_Os01g67650. **(J)** miR3979 and its target LOC_Os01g66970.

Our results also showed that the MYB transcription factor (LOC_Os01g59660) and No apical meristem protein (LOC_Os02g36880) were both predicted to be targets of osa-miR164d. However, the expression patterns of the two targets were different during the process of fertility transition. Transcripts of LOC_Os01g03720 were positively correlated with the expression of miR164d (Figure 5C), whereas the expression level of LOC_Os02g36880 was negatively correlated (at near-significant levels) with miR164d (Figure 5D). The results suggest that the expression levels of different targets of the same miRNA might be regulated differently. Some negative correlations were also found between expression levels of target genes and their corresponding miRNAs in WXS (S) and WXS (F), indicating that miRNA-mediated mRNA silencing occurred during anther development in the fertility transition.

### miRNA target prediction and functional analysis

In plants, miRNAs regulate gene expression by interacting with their targets. Identifying the candidate genes targeted by the miRNAs would contribute to our understanding of the biological functions of miRNAs. Using psRNATarget, we identified 5192 targets for 435 known miRNAs, for an average of 11.9 targets per miRNA in this study (Table S6). We also identified multiple targets for the miRNAs at the 3′ terminal, such as Nramp6 for miR156c-3p and OsFBDUF58 for miR160a-3p, etc. As previously described, most of the predicted miRNA targets are particular transcription factors. We also identified some targets other than these conserved targets for conserved miRNAs. For example, besides NAC factors, osa-miR164 also targets the No apical meristem protein (Table S6). Predicted targets consist mainly of transposon proteins, retrotransposon proteins, growth-regulating factors, MYB family transcription factors, F-box domain-containing proteins, MADS-box family proteins, and SBP-box gene family members (Table S6). Targets of novel miRNAs were also predicted and show a much broader range of potential functions. In addition to transcription factors, various enzymes, transposon proteins, and unidentified expressed proteins were also targeted by novel miRNAs (Table S7). Based on the GO annotations (Figure 6) from this study, targets were enriched for the “metabolic process,” “cellular process,” and “single-organism process” terms of the “biological process” cluster. “Cell”, “cell part,” and “organelle” were the three most abundant “cellular component” terms. In the “molecular function” cluster, the top three terms were “binding,” “catalytic activity,” and “nucleic acid binding transcription factor activity” (Figure 6).

**Figure 6:**
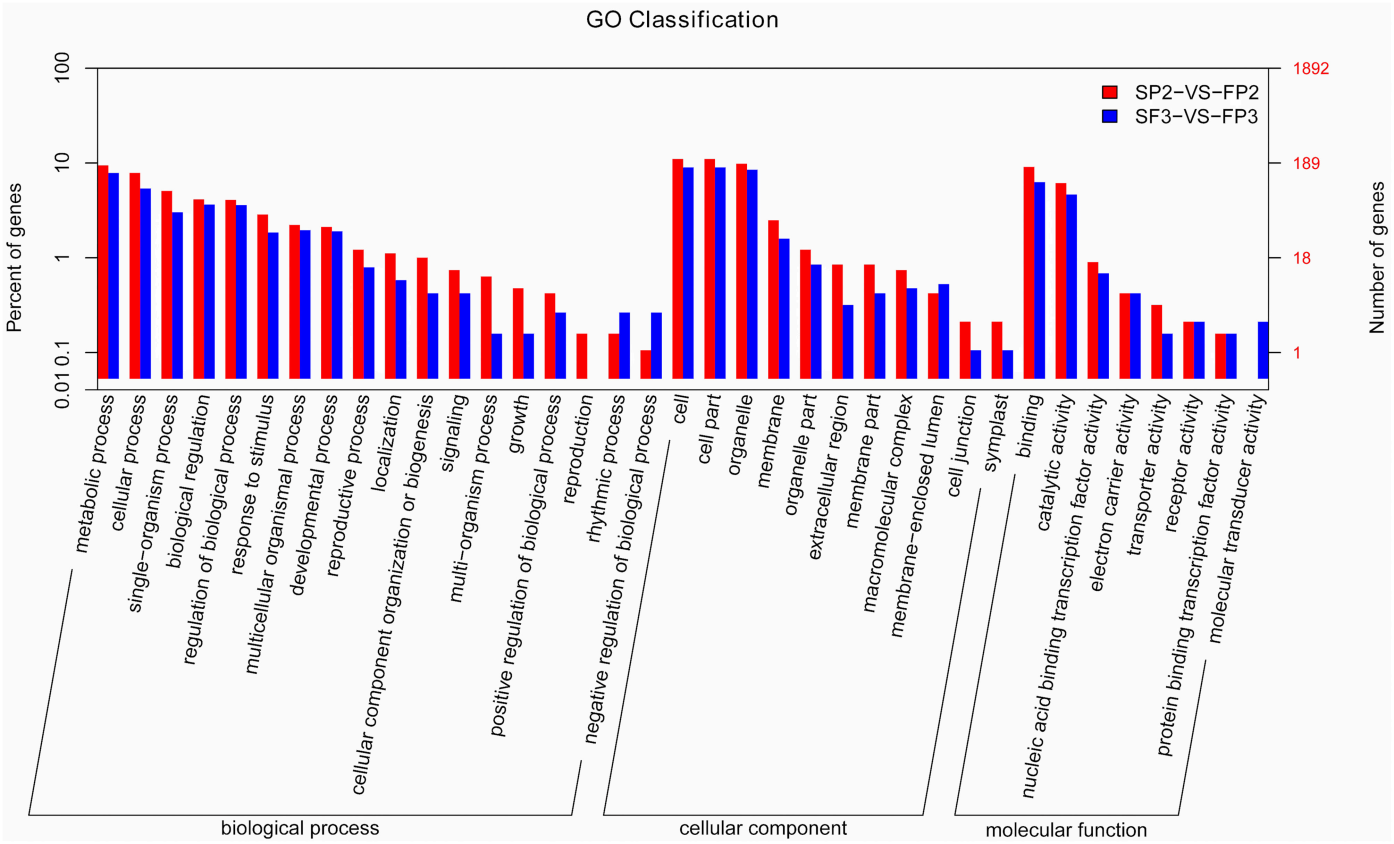
**Significant GO terms for the differentially expressed known miRNA targets**.

For the predicted targets of the 72 differentially expressed miRNAs (SP2 vs. FP2 or SP3 vs. FP3), an enrichment analysis was performed using AgriGO, and the 1892 predicted genes were categorized into 93 significant GO terms (*P* < 0.1) (Figure S3 and Table S8). Across these terms, “regulating” (GO: 0006355) was dominant within the main category of biological processes, and “regulation of RNA metabolic process” (GO: 0051252) was also found to be statistically significant in the same category (Table S8). Additionally, a high percentage of target genes was involved in “oxidoreductase activity” (GO:0052716, GO:0016682, and GO:0008447), “transferase activity” (GO:0046922, GO:0016433, and GO:0000179) and “binding” (GO:0005507, GO:0046914, and GO:0046872). GO terms related to various biological processes, including “regulation of gene expression” (GO: 0010468), “phenylpropanoid catabolic process” (GO: 0046271), “lignin metabolic process” (GO: 0009808), “rRNA modification” (GO: 0000154), “transcription” (GO: 0045449), “regulation of long-day flowering photoperiodism” (GO: 0048586), and “regulation of pollen tube growth” (GO: 0080092), were also found to be significantly enriched among the known miRNAs (Figure S3, and Table S8).

### Observation of the miRNA editing events

RNA editing is another post-transcriptional modification that generates divergence between RNAs and their genomic DNA sequences. Previous studies have documented that miRNA editing occurs in rice during the grain-filling stages (Yi et al., 2013). In this study, a large number of miRNA editing events were found during fertility transition (Table S9). These miRNA editing events mainly occurred at nucleotide positions 11 and 18 from the 5′ terminus (Figure 7A). The most abundant nucleotide substitution was U to A, which accounted for over 30% of substitutions in the SP2 and FP3 libraries; this was followed by the U to C type substitution, which comprised more than 25% (Figure 7B). These results were similar to those reported by Yan et al. (2015).

**Figure 7:**
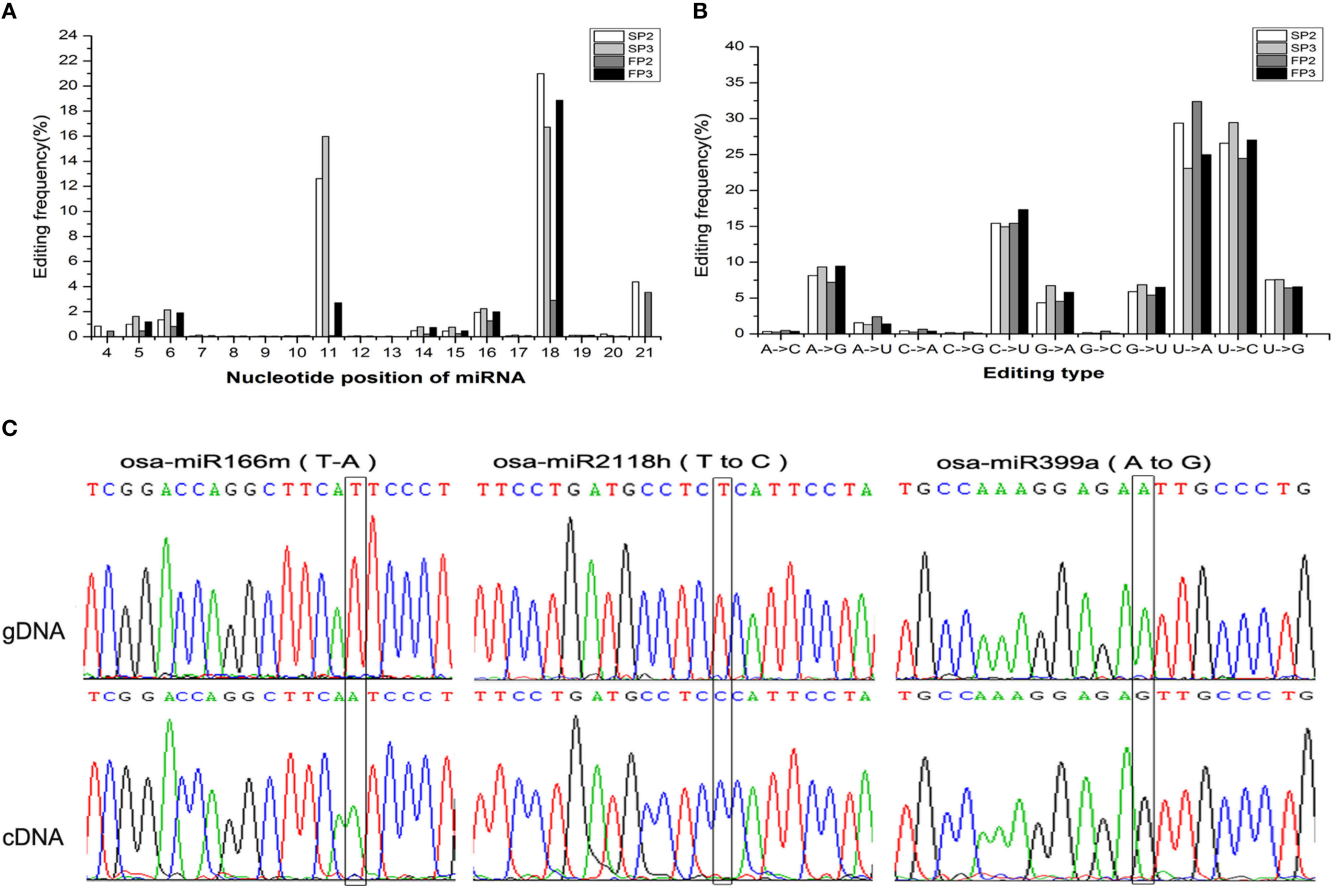
**Observation of the miRNA editing events. (A)** Summary of the nucleotide substitution types among the miRNAs observed in each library. **(B)** Summary of the nucleotide substitution positions among the miRNAs observed in each library. **(C)** Validation of the editing sites inferred from deep sequencing via Sanger sequencing. The edited positions are highlighted with black frames. The top trace is genomic DNA (gDNA), and the bottom trace is cDNA.

To validate the occurrence of miRNA editing, three editing types (U to A, U to C, and A to G) were examined in osa-miR166m, osa-miR2118h, and osa-miR399a, respectively. Using PCR amplification, precursor miRNA sequences from genomic DNA and mature miRNA sequences from cDNA were cloned to characterize nucleotide substitutions. This sequence comparison analysis further confirmed that miRNA editing events were reliably detectable during miRNA generation (Figure 7C).

## Discussion

Previous reports have studied the relationship between miRNAs and CMS in maize (Shen et al., 2011), cotton (Wei et al., 2013), *Brassica juncea* (Yang et al., 2013), and rice (Yan et al., 2015). However, few studies have investigated miRNAs from rice PTGMS lines. Therefore, characterizing the role of miRNAs in rice PTGMS lines would be extremely useful and could contribute to an improved understanding of the molecular functions of miRNAs during fertility transition in the male sterile rice lines used in two-line systems. In this study, we examined miRNA profiles determined by high-throughput sequencing and qPCR to investigate the expression of miRNAs in the rice PTGMS line WXS. These analyses revealed that miRNAs targeted many transcription factors associated with metabolism and signal transduction and play important roles in anther development. In this study, we found a total of 26 conserved miRNAs that were differentially expressed between WXS (S) and WXS (F) during fertility transition (Table 2). 

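All 26 miRNAs passed the rule at both stages in the files. Some rested on few reads, such as osa-miR3979-3p with 3 counts in FP3 and osa-miR159c with 5. Requiring at least 20 counts over the libraries compared kept 23 of the 26, and Benjamini-Hochberg adjustment kept 25. An edgeR exact test kept 18 with an assumed biological coefficient of variation of 0.2 and 4 with one of 0.4. With stage as a factor, edgeR's quasi-likelihood test gave the smallest Benjamini-Hochberg adjusted p, 0.0040, for osa-miR398b, osa-miR408-3p, osa-miR3979-3p and osa-miR1423-5p.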

Of these, 11 miRNAs were down-regulated and 15 miRNAs were up-regulated. 

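The 11 down-regulated names stand for 4 distinct mature sequences, since 6 of them are miR156 members with a shared sequence and 3 are miR812 members with another. Their log2 ratios ran from -2.23 to -1.10 at P2 and from -1.91 to -1.10 at P3. Their counts were at most 33 in SP2 and at most 27 in SP3. In edgeR's quasi-likelihood test with stage as a factor, 1 of these 11 had a Benjamini-Hochberg adjusted p under 0.05. The same test gave 12 of the 15 up-regulated names. The 15 up-regulated names have 15 distinct sequences, with log2 ratios from 1.16 to 3.41 at P2 and from 1.11 to 4.08 at P3. These need not be independent. The most abundant sequence had 23, 16, 14 and 5 counts in SP2, FP2, SP3 and FP3 for each of osa-miR159c, osa-miR159d and osa-miR159e. They may therefore share reads, and all of them are among the 12 above. Over the 15 names, the largest p of the exact Audic-Claverie test was 0.0306 at P2 and 0.0273 at P3, both for osa-miR164d. This p leaves the observed count out of the upper tail. With the observed count in both tails, 11 down-regulated and 14 up-regulated names still passed the rule at both stages. Without the limit on the log2 ratio, the numbers moved most, to 45 down-regulated and 41 up-regulated. They were 4 and 14 with an edgeR exact test at an assumed biological coefficient of variation of 0.2, and 0 and 4 at 0.4. With each distinct mature sequence taken once, they were 3 and 15. At the largest count of its names, that of osa-miR156d, the miR156 sequence misses the limit at P2 (log2 ratio -0.98).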

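The miR156 members of Table 2 (osa-miR156a, osa-miR156b-5p, osa-miR156c-5p, osa-miR156e, osa-miR156g-5p and osa-miR156i) had 14 counts in SP2, 86 or 87 in FP2, 9 in SP3 and 28 in FP3. This corresponds to 1.70 TPM in SP2 and 4.8 to 4.9 TPM in FP2 (log2 ratio from -1.52 to -1.50, largest exact Audic-Claverie p 6.832e-05), and to 1.54 TPM in SP3 and 3.59 TPM in FP3 (log2 ratio -1.22, exact p = 0.0226). The other members, osa-miR156d, osa-miR156f-5p, osa-miR156h-5p and osa-miR156j-5p, have the same mature sequence but larger counts, 36 in SP2, 153 or 154 in FP2, 17 in SP3 and 66 or 67 in FP3. Their log2 ratios were -0.98 to -0.97 at P2, short of the limit of 1, and -1.56 to -1.54 at P3. The reads of these members cannot be told apart by the mature sequence, so the values are not independent.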

Of these, several members of the miR156 family showed significant differential expression levels in the four libraries (Table 2). 

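Summed over distinct mature sequences, known miRNAs made up 59047 TPM in FP2 and 44887 TPM in SP2 (log2 ratio -0.40), and 39080 TPM in FP3 and 36295 TPM in SP3 (log2 ratio -0.11). The largest single part was the miR166 sequence of osa-miR166a-3p, at 38192 TPM in FP2 and 22188 TPM in SP2. Without it, the totals were 20855 TPM in FP2 and 22699 TPM in SP2 (log2 ratio 0.12), and 22239 TPM in FP3 and 21801 TPM in SP3 (log2 ratio -0.03). Of the 243 miRNAs tested at P2, 115 were lower and 128 higher in WXS (S), and of the 253 tested at P3, 136 were lower and 117 higher. For miR156, all 10 mature names were lower in WXS (S) at both stages. These totals come from 1 library per condition.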

It was apparent that expression levels of miRNAs were higher in WXS (F) than in WXS (S) during fertility transition.

In rice, it is well known that miR156 targets SBP-box gene family (SPL) proteins, which play important roles in the proper development of sporogenic tissues. Previous studies have reported that miR156 regulates the timing of flower formation through its target SPL3, which activates the expression of APETALA1 (Yamaguchi et al., 2009). In the present study, the low expression levels of miRNA156 found in WXS (S) might affect flower formation during pollen development. 

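The lower level of miR156 in WXS (S) rests on 14 counts against 87 at P2 and 9 against 28 at P3 for osa-miR156a, and on 36 against 154 and 17 against 67 for osa-miR156d. The 95% Wilson intervals for osa-miR156a were 1.01 to 2.85 TPM in SP2 and 3.95 to 6.00 TPM in FP2, which do not overlap, and 0.81 to 2.92 TPM in SP3 and 2.48 to 5.19 TPM in FP3, which do. With the sum of miRNA counts as the library size, the log2 ratio of osa-miR156a was -1.13 at P2 and -1.12 at P3. From the lower levels, the paper proposes an effect on flower formation during pollen development.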

Many studies have reported that the formation of pollen exine is important for pollen development (Qin et al., 2013). In loblolly pine, laccase genes were reported to be expressed and involved in plant pollen development (Turlapati et al., 2011). The osa-miR3979 target laccase was found to participate in regulating the pollen abortion process in a maize CMS line (Shen et al., 2011). However, in the present study, osa-miR528 was predicted to target the laccase precursor protein (LOC_Os01g62600). Furthermore, our qPCR analysis confirmed that the expression of osa-miR528 is negatively correlated with that of its target laccase (LOC_Os01g62600) (Figure 5H). These results indicated that osa-miR528, which targets laccase, might be involved in the fertility transition of WXS. 

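In the sequencing data, osa-miR528-5p had 392 counts in SP2 (47.5 TPM, 95% Wilson interval 43.0 to 52.4) and 199 in FP2 (11.1 TPM, 9.7 to 12.8), a log2 ratio of 2.09 (standard error 0.13 from counting noise, exact Audic-Claverie p = 4.168e-67). At P3 it had 267 counts in SP3 (45.6 TPM) and 137 in FP3 (17.6 TPM), a log2 ratio of 1.38 (standard error 0.15, exact p = 6.067e-21). From P2 to P3 the log2 ratio changed by -0.72, with a standard error of 0.20 from counting noise. Scaling to the sum of miRNA counts, the alternative with the largest effect, gave 2.49 at P2 and 1.48 at P3. The laccase transcript is not in the files analysed here. The paper joins this up-regulation in WXS (S) with the opposite trend of laccase in its qPCR and proposes a part for osa-miR528 in the fertility transition.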

In all eukaryotes, the ubiquitous, multifunctional calcium sensor calmodulin (CaM) mediates calcium action by regulating the activity and function of many proteins. Calcium and CaM play crucial roles in pollen germination and pollen tube growth. In Arabidopsis, a calmodulin-binding protein was reported to be essential for pollen germination (Golovkin and Reddy, 2003). Previous studies have also documented that osa-miR1432 and osa-miR812d may be involved in Ca^2+^-mediated signaling pathways by targeting genes that encode EF-hand family proteins and CaM/Ca-dependent protein kinase, respectively (Yan et al., 2015). In our study, osa-miR5976 was predicted to target a gene coding for a calmodulin binding protein (LOC_Os12g36940), and expression of osa-miR5976 was up-regulated in WXS (S) (Table 2).

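The name osa-miR5976 is not in the files analysed here. Table 2 and the files list osa-miR5796, with 188 counts in SP2 (22.8 TPM, 95% Wilson interval 19.8 to 26.3) and 182 in FP2 (10.2 TPM, 8.8 to 11.8), a log2 ratio of 1.16 (exact Audic-Claverie p = 1.702e-14). At P3 it had 107 counts in SP3 (18.3 TPM) and 47 in FP3 (6.03 TPM), a log2 ratio of 1.60 (exact p = 2.865e-11). With the sum of miRNA counts as the library size, the log2 ratio rose to 1.56 at P2 and 1.71 at P3. Both comparisons are between single libraries.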

The conserved targets of miR159 are MYB transcription factors, which have been reported to be involved in flower development and are essential for fertility (Jones et al., 2006; Tsuji et al., 2006). In rice, mutations in OsGAMYB have resulted in defects in anther and pollen development, and overexpression of osa-miR159 leads to male sterility (Kaneko et al., 2004; Tsuji et al., 2006). In this study, three members of osa-miR159 (osa-miR159c/d/e) were found to be up-regulated in WXS (S) (SP2 and SP3). 

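At P2, osa-miR159c and osa-miR159e had 25 counts in SP2 and osa-miR159d had 27 (3.03 and 3.27 TPM), against 19 counts of each in FP2 (1.06 TPM). The log2 ratios of osa-miR159c, osa-miR159e and osa-miR159d were 1.51, 1.51 and 1.62 (largest exact Audic-Claverie p 5.094e-04). Counts of the most abundant sequence were equal for these names in every library, so they may rest on the same reads. At P3 all of them had 14 counts in SP3 (2.39 TPM) and 5 in FP3 (0.64 TPM), a log2 ratio of 1.90 (standard error 0.75 from counting noise, exact p = 0.0073). The interval for osa-miR159c was 1.43 to 4.02 TPM in SP3 and 0.274 to 1.501 TPM in FP3 (95% Wilson), so at this depth the intervals still touch. The other miR159 members were far more abundant: osa-miR159b had 14280 counts in SP2, 23527 in FP2, 5541 in SP3 and 10579 in FP3, with log2 ratios of 0.39 at P2 and -0.52 at P3. The log2 ratio of osa-miR159c moved most with the sum of miRNA counts as the library size, to 1.91 at P2 and 2.01 at P3.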

The expression levels of osa-miR159 and its target, GAMYB transcription factor (LOC_Os01g59660), were confirmed by qPCR, which showed that these miRNAs and their targets were negatively correlated (Figure 5B). Therefore, it is highly likely that osa-miR159 silenced the expression of MYB proteins, which affect anther development in WXS (S). Moreover, relatively high expression levels of osa-miR164d were found in the meiosis stage of WXS (S) (SP3). 

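In SP3, osa-miR164d had 21 counts (3.59 TPM, 95% Wilson interval 2.35 to 5.49). It had 13 counts in SP2 (1.58 TPM, 0.92 to 2.70), 12 in FP2 (0.67 TPM, 0.38 to 1.17) and 13 in FP3 (1.67 TPM, 0.97 to 2.85). The value in SP3 was the highest of the 4 libraries, with an interval that overlaps those of SP2 and FP3. By the exact Audic-Claverie test, SP3 differed from SP2 with a log2 ratio of 1.19 (exact p = 0.0175) and FP3 from FP2 with one of 1.31 (exact p = 0.0213), so the rise from P2 to P3 was seen in both environments.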

The gene coding for the transcription factor NAC is considered to be the target of osa-miR164. In many plant species, NAC transcription factors are involved in plant tolerance to biotic or abiotic stresses. The SP2 to SP3 stages in WXS (S) are important for fertility transition during anther development. Up-regulated expression of osa-miR164d in WXS (S) (SP3) indicated that it may be involved in fertility transition. 

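The log2 ratio of osa-miR164d between SP3 and FP3 was 1.11 (standard error 0.51 from counting noise, exact Audic-Claverie p = 0.0273), and that between SP2 and FP2 was 1.23 (standard error 0.58, exact p = 0.0306). Both p values leave the observed count out of the upper tail, which makes them smaller. Between the stages the ratio changed by -0.14, with a standard error of 0.76, which is within counting noise. Counting only the dominant mature sequence moved the ratio at P3 to 1.29, which no longer passed the rule because fewer counts remained. From the up-regulation in SP3, the paper proposes that osa-miR164d takes part in the fertility transition.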

Moreover, osa-miR444f was predicted to target the gene encoding a pentatricopeptide repeat (PPR) protein (LOC_Os04g14450). PPR proteins are a large family with tandem repeats of a degenerate 35 amino acid motif. In higher plants, PPR proteins can suppress the expression of mitochondrial genes associated with cytoplasmic male sterility to restore fertility (Desloire et al., 2003; Wang et al., 2004). 

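The count of osa-miR444f was 58 in SP2 (7.03 TPM, 95% Wilson interval 5.44 to 9.09) and 46 in FP2 (2.57 TPM, 1.93 to 3.43), a log2 ratio of 1.45 (standard error 0.28 from counting noise, exact Audic-Claverie p = 3.367e-07). At P3 it was 67 in SP3 (11.4 TPM, 9.02 to 14.5) and 23 in FP3 (2.95 TPM, 1.97 to 4.43), a log2 ratio of 1.96 (standard error 0.35, exact p = 1.383e-09). In edgeR's quasi-likelihood test with stage as a factor, its Benjamini-Hochberg adjusted p was 0.0544. The sum of miRNA counts as the library size moved the ratio at P2 most, to 1.84, and the counts of the dominant mature sequence that at P3, to 2.19. Transcripts of the PPR gene are not in the files analysed here. From the higher level in WXS (S), the paper proposes silencing of PPR proteins.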

In our study, the higher expression of osa-miR444f in WXS (S) may silence the expression of PPR proteins, ultimately affecting their functions in anther development. Furthermore, previous reports have also shown that accumulation of two Arabidopsis miRNAs (miR171, miR398) oscillates during the diurnal cycle: increasing during the light period and decreasing in darkness (Christelle et al., 2009). The miRNA171c targets SCL6-II, SCL6-III, and SCL6-IV regulate shoot branching in Arabidopsis (Wang et al., 2010; Manavella et al., 2013). 

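In the files, osa-miR398b had 486 counts in SP2 (58.9 TPM, 95% Wilson interval 53.9 to 64.4) and 166 in FP2 (9.29 TPM, 7.98 to 10.8). The log2 ratio of SP2 over FP2 was 2.66 (standard error 0.13 from counting noise, exact Audic-Claverie p = 4.179e-112). At P3 it had 323 counts in SP3 (55.2 TPM, 49.5 to 61.6) and 105 in FP3 (13.5 TPM, 11.1 to 16.3), a log2 ratio of 2.04 (standard error 0.16, exact p = 1.092e-42). Its adjusted p over both stages was 0.0040 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the alternatives for library size, counting and pseudocount, the log2 ratio stayed between 2.58 and 3.06 at P2 and between 1.96 and 2.14 at P3.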

In this study, miRNA398b was down-regulated in WXS (S) (Table 2). However, miRNA171, which showed higher expression in WXS (F), may target an ankyrin repeat domain-containing protein (ARDCP, LOC_Os03g04300).

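Among the miR171 names, osa-miR171c-5p had 16 counts in SP2 (1.94 TPM, 95% Wilson interval 1.19 to 3.15) and 163 in FP2 (9.12 TPM, 7.82 to 10.6), a log2 ratio of -2.23 (exact Audic-Claverie p = 6.581e-13). At P3 it had 8 counts in SP3 (1.37 TPM) and 40 in FP3 (5.13 TPM), a log2 ratio of -1.91 (exact p = 1.462e-04). The 5p form of miR171i passed the rule at P2 only (log2 ratio -1.81) and that of miR171e at P3 only (-1.41). The more abundant osa-miR171c-3p, with 490 counts in SP2 and 1157 in FP2, had log2 ratios of -0.12 at P2 and -0.26 at P3. In contrast, osa-miR171a was higher in WXS (S), with 25 counts in SP3 and 15 in FP3 (log2 ratio 1.15, exact p = 0.0128). With the sum of miRNA counts as the library size, the ratio of osa-miR171c-5p was -1.84 at P2. The paper combines the higher level in WXS (F) with its predicted target, an ankyrin repeat protein, whose transcript is not in the files analysed here.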

Based on the comprehensive analysis described above, we proposed a possible model by which miRNAs control the signaling pathways involved in fertility transition of the rice PTGMS line WXS (Figure 8). MiR171, miRNA156, and miRNA3979 interact with their respective target genes (ARDCP, SPL, and GRMP) to modulate phase transition. These interactions then result in the subsequent formation of organs and the meristem and the accumulation of biomass, and finally result in morphological changes to the rice anther. Moreover, the interactions of miRNA444, miRNA159 and miRNA164 with their corresponding target genes (PPR, GAMYB, and NAC) modulate the expression of developmental genes, GA/ABA-related genes, and auxin-responsive genes to promote the transmission of signals that enhance developmental processes and maintain energy supply. These properties affect development and metabolic processes. Fertility transition in the rice PTGMS line WXS may occur due to combined action of the regulatory interactions described above. Although fertility transition in rice PTGMS lines is a highly complex process, it is certain that miRNAs must play very important roles in the regulation of rice anther development. This study also showed that miRNAs may play a critical role in the fertility transition stage, which adapts to variations in temperature and photoperiod. Our functional description and target analysis of miRNAs provide more clues for understanding the different ways gene expression is regulated during fertility transitions. These miRNA profiles also revealed an important component of the gene regulatory circuit and may provide insights for further investigations of PTGMS rice lines.

**Figure 8:**
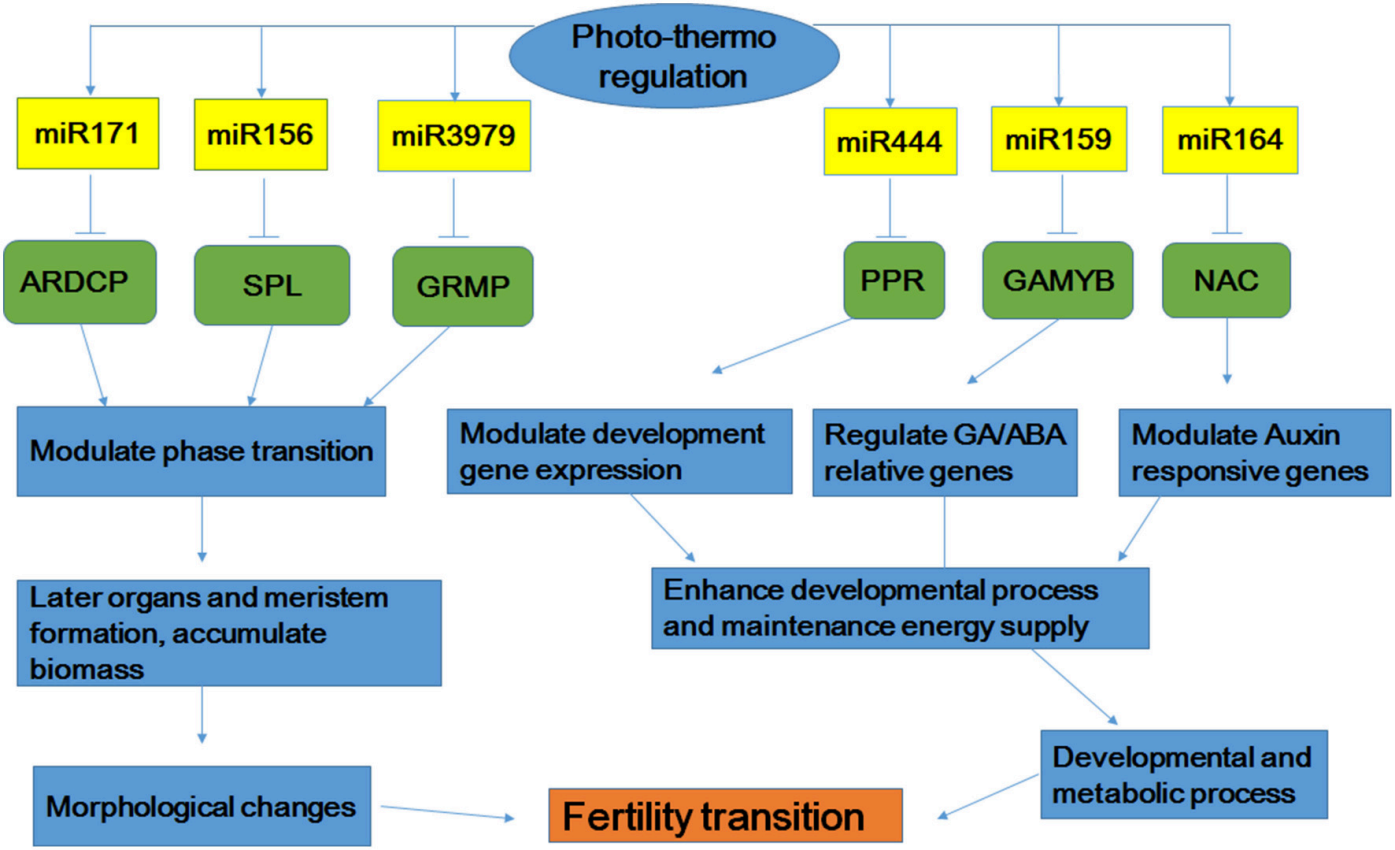
**Possible microRNAs-dependent regulatory pathways that participate in fertility transition**. ARDCP, Ankyrin repeat domain containing protein; SPL, OsSPL-SBP-box gene family member; GRMP, gibberellin response modulator protein; PPR, PPR protein; GAMYB, MYB family transcription factor.

## Conclusion

In this study, we performed high-throughput sequencing to identify the miRNA expression profiles of the rice PTGMS line WXS during fertility transition. A total of 497 known and 273 novel miRNAs were identified, and some of these miRNAs were validated by stem-loop RT-PCR analysis. MiRNA editing events were also observed and validated during anther development. Target prediction analysis indicated that some miRNAs are involved in anther development and male sterility in the WXS line. The characterization and comparative expression profiling of the miRNA transcriptome in this study lays the foundation for understanding the complex miRNA-mediated regulatory networks in rice anther development. A possible model for the control that miRNAs exert on signaling pathways during fertility transition in the rice PTGMS line WXS was proposed. Further functional studies on differentially expressed miRNAs will provide a better understanding of miRNA-mediated regulation mechanisms during fertility transitions in rice PTMGS lines.

## Author contributions

YD and HZ conceived and designed the experiments. HZ, QQ, HC, JJ performed the experiments. HZ and JH analyzed the data and drafted the manuscript. YD contributed reagents/materials/analysis tools and modified the manuscript. All of the authors carefully checked and approved this version of the manuscript.

## Data access

The miRNA raw data released have been deposited at NCBI in the Gene Expression Omnibus (GEO) database under the accession number: GSE74003 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74003).

## Funding

This study is supported by National Natural Science Foundation of China (31471464), and “973” Program of China (2013CB126900).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

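The reads were processed by the authors, who trimmed adapters, removed low quality reads, mapped the remaining reads to the rice genome (IRGSP-1.0 with MSU annotation), removed other classes of small RNA and matched the rest to the mature miRNAs of miRBase. For each known miRNA of each library, the authors deposited the count of the dominant mature sequence and the count of all mature sequences assigned to the miRNA, as whole numbers without normalization. There are 4 libraries, 1 for each combination of environment and stage, so environment and fertility cannot be told apart and no contrast has replicates. No genome or annotation was at hand, so positions of the miRNA genes are not analysed here. The reads themselves, the predicted miRNAs, the targets and the qPCR are not in the files analysed here.

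All values were computed from these counts. TPM is the count of all mature sequences divided by the clean reads of Table S2, times 1000000, with a TPM of 0 written as 0.01. Clean reads ranged from 5851620 in SP3 to 17869357 in FP2. The main test between libraries was the exact Audic-Claverie test, applied to miRNAs with at least 1 TPM in either library, and a miRNA was called significant with an absolute log2 ratio above 1 and a p under 0.05. The methods of the paper name no test. The rule was read from Table S5, where all 243 p values of SP2-FP2 and all 253 of SP3-FP3 equal the formula used within a small relative tolerance. That formula doubles the smaller tail probability and leaves the observed count out of the upper tail. This lowers p for miRNAs higher in WXS (S). An alternative put the observed count in both tails. Standard errors of log2 ratios come from counting noise alone, and shares and TPM values of single libraries carry 95% Wilson intervals. A count of 3 was taken as the floor of a library, whereas detection needed only 1 count. The difference between the log2 ratios at P2 and P3 was tested with 0.5 added to every count and a Poisson variance.

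A test of WXS (S) against WXS (F) over all 4 libraries used edgeR's quasi-likelihood fit with stage as a factor, TMM normalization and miRNAs with at least 1 TPM in at least 2 libraries, which leaves 1 residual degree of freedom. The stages are not replicates, so its spread mixes biological differences between stages with other variation. Its p values were adjusted by the Benjamini-Hochberg method. DESeq2 with the same design was an alternative. Other alternatives changed the library size (sum of miRNA counts over distinct mature sequences, TMM or DESeq2 size factors), the test (Fisher's exact test, or an edgeR exact test with an assumed biological coefficient of variation of 0.2 or 0.4), the limits on log2 ratio, p and low values (including at least 20 counts over the libraries compared), the treatment of zeros (0.5 added to every count), the counts used (dominant sequence only) and the entries (each distinct mature sequence once). For detection, limits of 2 counts, 5 counts and 1 TPM were tried, as were 100 random draws at the depth of the smallest library.

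The miRNAs named by rule are those the paper names in its text, Table 2 or figures. Of the others, the rule took the 3 with the smallest p in the test of P2 against P3. It also took the 3 with the largest absolute log2 ratio in each contrast between stages, with 1 name for each distinct mature sequence. Further names appear outside this rule. Examples are names missing from the third panel of Table S5, osa-miR160f-5p (for its dominant share) and miRNAs with a shared sequence. The rule also provided for unnamed miRNAs past the limits at both stages, of which there were none outside Table 2. The mapping of libraries, the designs and the alternatives were fixed before the processed files arrived, but Tables S3, S5 and S9, which hold nearly the same counts and p values, could be read by then.

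The scripts were tested on simulated data with known changes. The Audic-Claverie rule recovered 200 of 200 changed miRNAs with 11 false calls among 785 unchanged ones. Its counts were drawn with counting noise alone, the noise this test assumes. The false calls therefore do not show how the rule behaves with spread between panicles. The edgeR fit recovered 194 of 200 with 0 false calls among 779. Its counts had added spread and a stage effect shared by both environments. All simulated changes were large and avoided miRNAs with the lowest values. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.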

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

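The log2 ratio of WXS (S) over WXS (F) differed between P2 and P3 for several miRNAs. Of 234 miRNAs tested at both stages, 80 had a Benjamini-Hochberg adjusted p under 0.05 over counting noise, 35 with a larger and 45 with a smaller ratio at P3. Among miRNAs the paper names, 10 also changed by more than 1 on the log2 scale, a limit chosen after these results were seen. The change from P2 to P3 was -1.2924 for osa-miR1846a-5p, -1.3267 for osa-miR1846b-5p, -1.4606 for osa-miR1846c-5p and -1.8653 for osa-miR7693-5p, all of Cluster 3. It was -1.7752 for osa-miR319a-3p, -1.0854 for osa-miR5508, 1.5976 for both osa-miR2121a and osa-miR2121b, 1.2255 for osa-miR3979-5p and 2.7306 for osa-miR5083. Of the miRNAs the paper does not name, taking 1 name for each distinct mature sequence, those with the smallest p were osa-miR166c-3p (0.5741), osa-miR159b (-0.9129) and osa-miR159f (-1.0264). Other miR166 names share the sequence of osa-miR166c-3p, and osa-miR159a.1 shares that of osa-miR159b. Each value rests on 4 libraries without replicates. Scaling to the sum of miRNA counts gave 76 such miRNAs, whereas an assumed biological coefficient of variation of 0.2 gave 1. Differences between single panicle samples could therefore give most of these changes, and they cannot be told apart from a response that depends on stage.

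Contrasts between stages within 1 environment, which the paper does not report, also passed the rule of Table S5. Between SP3 and SP2, 33 miRNAs did, with the largest absolute log2 ratios among unnamed miRNAs for osa-miR396e-3p (3.3033), osa-miR169b (3.0809) and osa-miR408-5p (-2.5041). Between FP3 and FP2, 32 did, led by osa-miR827 (2.4186), osa-miR396e-3p (2.0893) and osa-miR5792 (2.0837). Some of these rest on single counts: osa-miR396e-3p and osa-miR169b each had 1 count in SP2. To weigh whether any pair of libraries would differ as much as WXS (S) and WXS (F) do, the numbers were summed. The comparisons of environment gave 106 significant miRNAs and the stage contrasts 65, a ratio of 1.6308 against a limit of 1.5 set before the files arrived, when the numbers for WXS (S) against WXS (F) were known from the paper. The ratio is close to its limit, and it depends on the rule. Without the limit on the log2 ratio, the stage contrasts gave nearly as many miRNAs as the comparisons of environment. Ordinary variation between libraries may therefore still make up much of the 106 and of the 65.

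The share of the dominant sequence among all sequences of a miRNA, a column the paper does not report on, differed between WXS (S) and WXS (F) for some miRNAs. From FP2 to SP2 it changed by 23.4972 points for osa-miR1423-5p (from 26.77% to 50.27%), by -24.6720 points for osa-miR160f-5p and by 15.2352 points for osa-miR1883a. At P3 the share of osa-miR1423-5p was 28.94% in FP3 and 57.79% in SP3. In all, 16 miRNAs with at least 50 counts differed at both stages in the same direction, 6 with a lower and 10 with a higher share in WXS (S). A candidate explanation is a shift in fragment ends over a whole library, through degradation or size selection. Its prediction was written after the change of osa-miR1423-5p had been noticed and before the test over all miRNAs. At the stage with the weaker trend 51.3158% of miRNAs moved in the main direction, close to an even split, so a shift common to all miRNAs was not seen. Reads from related miRNAs were not tested, and without replicates no biological explanation can be separated from them. All libraries are of WXS, so a sequence difference between rice lines would not by itself differ between WXS (S) and WXS (F).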

How the results depend on the processing

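Of 202 values of headline results under alternatives, 143 stayed close to the main value and 59 moved. Of 852 log2 ratios of named miRNAs under alternatives, 819 kept their side of the rule, 17 no longer passed it and 16 newly passed it. Among ratios that passed the rule in either setting, 0 reversed. Ratios that passed in neither setting were counted among the 819 even where their direction changed.

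Without the limit on the log2 ratio, 154 miRNAs were significant in SP2-FP2, 136 in SP3-FP3, 191 in either and 86 in both (45 down-regulated and 41 up-regulated), and the stage contrasts gave 129 for SP3 against SP2 and 137 for FP3 against FP2. This lets in small changes of abundant miRNAs.

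An edgeR exact test with an assumed biological coefficient of variation of 0.2 gave 33 miRNAs in SP3-FP3, 4 down-regulated in both comparisons and 19 between SP3 and SP2. At 0.4 it gave 9 in SP2-FP2, 7 in SP3-FP3, 12 in either and 4 in both (0 down-regulated and 4 up-regulated), with 4 between SP3 and SP2 and 5 between FP3 and FP2. These alternatives replace counting noise by a spread between panicles that the libraries cannot show, since none is replicated. The edgeR fit over both stages estimated a common value of 0.17, from stages that are not replicates. With an assumed value of 0.2 in the test of P2 against P3, 1 miRNA remained.

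TMM library sizes raised the miRNAs down-regulated in both comparisons to 19, and scaling to the sum of miRNA counts raised those between FP3 and FP2 to 77, because the miR166 sequence takes a larger part of FP2 than of FP3. Taking each distinct mature sequence once left 3 down-regulated in both comparisons and 8 detected in FP3 only. Family members then no longer count repeatedly, but the 11 down-regulated names stand for 4 distinct sequences. At the largest count of its names, that of osa-miR156d, the miR156 sequence has a log2 ratio of -0.98 at P2 and misses the limit. The edgeR test over both stages gave 31 with each distinct mature sequence taken once, a rise for which no reason was tested. It gave 6 miRNAs without the stage factor, 46 with clean reads as library sizes and 52 without the filter on low values, against 15 in the main fit. Fits that leave out each library in turn could not be run, because no residual degree of freedom is left with stage as a factor.

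With a limit of 1 TPM, 262 miRNAs were detected in any library, 207 in all, 19 in 1 library only, 232 in SP2, 229 in FP2, 241 in SP3 and 238 in FP3, with 4 in SP2 only, 2 in FP2 only and 7 in FP3 only. With at least 5 counts, 272 were detected in SP2, 252 in SP3 and 270 in FP3. Of these, 7 were in SP2 only, 2 in SP3 only and 4 in FP3 only. The number in FP2 only rose instead, from 31 to 39, and 52 were in 1 library only. At least 2 counts left 3 in FP3 only and 32 in FP2 only. Thinning to equal depth gave 16.19 in FP2 only and 14.28 in SP3 only. Detection thus depends on depth and on the limit chosen.

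Weighting by counts moved the first nucleotides to 91.1934% U, 1.8993% A, 3.2430% C and 3.6643% G. The most abundant sequence, that of miR166, begins with U. The share of clean reads was 16.6173% in SP2, 25.9191% in FP2, 11.7358% in SP3 and 13.2216% in FP3 when summed over all names, which counts shared reads repeatedly. With the dominant sequences only it was 3.8931%, 5.3074%, 3.1466% and 3.2457%.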

Differences from the paper's values

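A value was counted as different when one of the pair was more than 1.5 times the other or, for log2 ratios, when they differed by more than rounding. Of 77 values the paper states that could be computed, 2 differed by this measure, both for first nucleotides. The paper reports C at 26%, and the files gave 10.84%. The alternatives set before the files arrived gave 12.65% with the dominant sequence of the library, 12.16% with each distinct mature sequence once and 3.24% weighted by counts, and none closed the gap. The paper reports G at 8%, and the files gave 15.86%, with 16.87%, 15.14% and 3.66% under the same alternatives, none of which closed the gap. All 52 log2 ratios of Table 2 were within rounding of those computed here.

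Smaller gaps, under that limit, remain. The share of A as first nucleotide, 24.70% with an interval from 21.11% to 28.67%, was above the paper's value. The share of clean reads on known miRNAs was below the paper's value in every library, at 4.49% in SP2, 3.63% in SP3, 5.90% in FP2 and 3.91% in FP3, and each paper value lies outside the interval from counting noise. None of the alternatives reached the paper's values for these shares.

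The paper ranks C as the next most frequent first nucleotide after U and G as the least frequent. Here A came next after U (24.70%) and C was the least frequent. The paper's totals of known miRNAs, of those in SP2 and of those in 1 library only, of which SP2 has a part, are each lower by 1 than the 498, 412, 65 and 14 found here. The paper's number of differentially expressed miRNAs is the length of the third panel of Table S5, whereas 80 miRNAs passed the rule in at least 1 comparison, including 8 that panel does not list. The paper's text gives osa-miR398b as down-regulated in WXS (S). In the files, as in its Table 2, its log2 ratio was 2.66 at P2 and 2.04 at P3, higher in WXS (S). The paper's text names osa-miR5976, which is not in the files, and Table 2 lists osa-miR5796. The columns of Table 2 that are headed TPM hold counts.

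The paper describes Cluster 4 as high at meiosis in both SP3 and FP3. In the files, all 11 of its miRNAs were lowest in FP3. The paper places osa-miR164d and osa-miR530-5p among miRNAs up-regulated at a single stage, and both passed the rule at P2 and at P3. It lists miR171a as down-regulated in WXS (S) together with other miR171 members. In the files, the log2 ratio of osa-miR171a was 0.51 at P2 and 1.15 at P3. The paper states that miRNA levels were higher in WXS (F), following a sentence on miR156. In the files, the summed TPM of known miRNAs was higher in WXS (F) at both stages, at 59047 against 44887 at P2 and 39080 against 36295 at P3. Without the miR166 sequence, the sum was lower in WXS (F) at P2, at 20855 against 22699. At P3 it was then nearly equal, at 22239 in WXS (F) against 21801. Counted by miRNA, 115 of 243 tested at P2 and 136 of 253 tested at P3 were lower in WXS (S).

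The paper places most editing at positions 11 and 18 from the 5′ end. In Table S9, counting positions from 1 at the 5′ end, position 11 held 1.75% of the edited sites of SP2, 2.63% of FP2, 2.10% of SP3 and 2.40% of FP3, and position 18 held 2.14%, 2.49%, 3.03% and 2.40%. By edited reads, position 16 came first with 29.81%, 33.62%, 22.93% and 25.17% in the same order, followed by position 6 with 20.93%, 22.21%, 21.37% and 24.11%. Position 18 held 12.17%, 9.57%, 13.70% and 11.70% of the edited reads, and position 11 held 0.57%, 0.51%, 0.94% and 0.78%. The paper names U to A as the most abundant substitution, with its share given for SP2 and FP3. By edited reads in Table S9 the share of U to A was 29.39% in SP2, 32.37% in FP2, 23.08% in SP3 and 24.96% in FP3. U to C came before it in SP3 (29.45%) and FP3 (27.01%). By sites, U to C came before it in every library. In the order SP2, FP2, SP3 and FP3, U to C held 16.57%, 16.08%, 17.72% and 16.60% of the sites. U to A held 9.16%, 8.19%, 8.62% and 9.40%. Names with a shared mature sequence are listed separately, so these shares of sites and reads can count the same reads repeatedly.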

Other observations

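The edited sites of Table S9 were compared with the mature sequences of other known miRNAs, because reads shared between paralogs give the same signal as editing. A site was taken as distinct by miRNA name, position and change. Of 739 distinct sites over the libraries, 77 had an edited sequence that equals, contains or is contained in the mature sequence of another known miRNA. Among other single-base changes of the same miRNAs, 39 of 7889 did. The odds ratio was 23.4120 (Fisher's exact test, p = 7.869e-55). Names with a shared mature sequence count as separate sites here, so the sites are not independent and the p value overstates the evidence. The matching sites held 74.85% of the edited reads in SP2, 67.41% in FP2, 80.59% in SP3 and 76.75% in FP3. These shares can count the same reads under several names. In FP2, C5T, a matching site, had 11038 edited reads for both osa-miR2118b and osa-miR2118n. T16A, without a match, had 17620 for both osa-miR166a-3p and osa-miR166d-3p. The prediction was written before the test, but after the sites the paper cloned had been seen to resemble paralogs. It also held that the rate would be near 1 at such sites, which was not met: the median rate there was 0.27 in SP2, 0.24 in FP2, 0.28 in SP3 and 0.21 in FP3, against 2.7e-04 to 3.1e-04 elsewhere. Reads shared between paralogs may therefore explain much of the edited reads, while most sites have no such match.

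The sites the paper examined by cloning are of this kind, with positions counted from 1 at the 5′ end. The change T16A of osa-miR166m gives the sequence of osa-miR166k-3p and osa-miR166l-3p. In SP2, Table S9 lists 34322 edited reads of 37425, and the files hold 3068 counts for osa-miR166m and 37392 for the more abundant of the others. T14C of osa-miR2118h gives the sequence of osa-miR2118f, osa-miR2118j and osa-miR2118m, with 7042 edited reads of 7646 in SP2 and counts of 604 and 7048. A13G of osa-miR399a gives that of osa-miR399d, with 46 edited reads of 47 in SP2 and counts of 1 and 52. The cloned sequences are not in the files analysed here.

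The number of miRNAs detected in 1 library only was weighed against library depth. After thinning to equal depth, the largest mean number was 1.2857 times the smallest, and all 65 of these miRNAs had fewer than 5 counts. Depth is a candidate explanation for the unequal numbers of Figure 2D, whose values were known from the paper when this prediction was written.

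The direction of the differences between WXS (S) and WXS (F) was weighed against library composition. The largest absolute median log2 ratio was 0.0551, within the limit of 0.3 set beforehand, but TMM changed the balance in both comparisons from 11 down-regulated and 15 up-regulated to 19 and 15. The parts of the prediction pointed in different directions, so an effect of composition on the number of down-regulated miRNAs cannot be excluded.

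The up-regulation of osa-miR398b, osa-miR408-3p, osa-miR528-5p and osa-miR397b in WXS (S) led to a hypothesis on metal supply, namely that miRNAs with copper proteins among their predicted targets in Table S6 are higher in WXS (S). The prediction was written after the pattern was seen. The mean log2 ratio of such miRNAs was 1.36, against 0.09 for the rest (permutation p = 0.0482 with 100000 resamples). Only 2 miRNAs, osa-miR397b and osa-miR528-5p, carried the difference, and both were part of the noticed pattern. The set with copper proteins did not include osa-miR398b, although the paper names a copper/zinc superoxide dismutase as its target. The grouping is therefore incomplete. The result was first taken as meeting the prediction, and a requirement of at least 5 miRNAs was added after it was seen, so the hypothesis could be neither kept nor rejected. Table S6 was available in a shortened form, with rows for 142 of 161 distinct miRNAs.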
